# Comparative Transcriptomic Analysis Revealing the Potential Mechanisms of Erythritol-Caused Mortality and Oviposition Inhibition in *Drosophila melanogaster*

**DOI:** 10.3390/ijms25073738

**Published:** 2024-03-27

**Authors:** Lei Li, Hongrui Duo, Xiaoxi Zhang, Huiming Gong, Bo Li, Youjin Hao

**Keywords:** *Drosophila melanogaster*, erythritol, RNA-Seq, osmolality, mortality mechanism

## Abstract

Erythritol has shown excellent insecticidal performance against a wide range of insect species, but the molecular mechanism by which it causes insect mortality and sterility is not fully understood. The mortality and sterility of *Drosophila melanogaster* were assessed after feeding with 1M erythritol for 72 h and 96 h, and gene expression profiles were further compared through RNA sequencing. Enrichment analysis of GO and KEGG revealed that expressions of the adipokinetic hormone gene (*Akh*), amylase gene (*Amyrel*), α-glucosidase gene (*Mal-B1/2*, *Mal-A1-4*, *Mal-A7/8*), and triglyceride lipase gene (*Bmm*) were significantly up-regulated, while insulin-like peptide genes (*Dilp2*, *Dilp3* and *Dilp5*) were dramatically down-regulated. Seventeen genes associated with eggshell assembly, including *Dec-1* (down 315-fold), *Vm26Ab* (down 2014-fold) and *Vm34Ca* (down 6034-fold), were significantly down-regulated or even showed no expression. However, there were no significant differences in the expression of three diuretic hormone genes (*DH44*, *DH31*, *CAPA*) and eight aquaporin genes (*Drip*, *Big brain*, *AQP*, *Eglp1*, *Eglp2*, *Eglp3*, *Eglp4* and *Prip*) involved in osmolality regulation (all *p* value > 0.05). We concluded that erythritol, a competitive inhibitor of α-glucosidase, severely reduced substrates and enzyme binding, inhibiting effective carbohydrate hydrolysis in the midgut and eventually causing death due to energy deprivation. It was clear that *Drosophila melanogaster* did not die from the osmolality of the hemolymph. Our findings elucidate the molecular mechanism underlying the mortality and sterility in *Drosophila melanogaster* induced by erythritol feeding. It also provides an important theoretical basis for the application of erythritol as an environmentally friendly pesticide.

## 1. Introduction

Pesticides play a crucial role in agricultural production by minimizing losses and enhancing crop yield and quality [1]. While synthetic pesticides currently dominate the market, only a mere 1% effectively targets pests on the intended plants [2]. The excessive use of these chemicals results in a significant amount of residuals spreading to non-target plants and environmental surroundings, eventually entering the food chain and posing risks to human health [3,4]. This underscores the urgent global need for environmentally friendly and efficient alternatives.

Polyol sweeteners have recently attracted significant interest as pesticides. Erythritol is a four-carbon sugar alcohol produced by a variety of plants, fungi and microbes [5]. It has been shown to be toxic to a wide variety of insects, including the fruit fly, termite, house fly, stable fly, pear psylla, mosquito, and ant [6,7,8,9,10,11]. *Drosophila melanogaster* shows a dietary preference for erythritol, which not only causes death in a concentration-dependent pattern but also impairs their motility [12]. Donnell et al. reported that erythritol dramatically suppresses the egg production of female *D. melanogaster*, arrests larval development, prevents them from reaching the pupa stage and eventually kills them [13]. Similarly, erythritol was effective in reducing the survival and fecundity of *Drosophila suzukii* as well as affecting its physiological excretion [14]. Erythritol remarkably decreased the survival of ants (*Solenopsis invicta* Buren, *Tetramorium immigrans* Santschi, *Formica glacialis* Wheeler, *Camponotus subarbatus* Emery, and *Camponotus chromaiodes* Bolton) in a concentration-dependent manner [11]. Interestingly, worker ants bring erythritol to the colony and feed it to their members at toxic doses, resulting in their death. Furthermore, erythritol could significantly impair *D. suzukii* motility as well as the walking frequency and flight ability of *Bactrocera dorsalis* [15].

Although some studies have indicated that erythritol ingestion can induce insect mortality and affect their reproductive capabilities, the precise molecular mechanisms underlying these phenomena remain unresolved. Several hypotheses regarding the molecular mechanisms have been proposed: (1) erythritol remains unhydrolyzed in the midgut but accumulates in the hemolymph, resulting in elevated osmolality and eventual mortality [16]; (2) erythritol impedes the absorption of other nutrients in the midgut, causing starvation and death [12]; (3) erythritol decelerates food evacuation, inducing a sense of fullness in insects and reducing feeding, ultimately resulting in death by starvation [17]; (4) ingestion of erythritol triggers excessive reflux, resulting in dehydration and eventual demise [17]; and (5) erythritol induces alterations in the microbial community within the midgut [18].

In this study, transcriptome sequencing was performed on *D. melanogaster* (henceforth referred to as the fly) fed a normal medium and erythritol medium. Through comparative transcriptomic analysis, we found that the energy metabolic pathway was up-regulated and genes related to egg synthesis were severely down-regulated in erythritol-fed flies. Our findings elucidated that the cause of fly mortality was primarily attributed to energy deficiency rather than a significant alteration in osmolality. Moreover, the energy deficiency compelled the flies to allocate their limited energy towards basic survival rather than reproductive processes.

## 2. Results

### 2.1. Effect of Erythritol on Fly Survival and Egg Production

The survival rate of flies fed with erythritol was significantly shorter than those in the control group (Figure 1). Flies fed erythritol medium started to die on day two and had a mortality rate of about 60% on day four, while flies fed normal medium had a mortality rate of 60% on day fourteen. In addition, flies fed erythritol medium were significantly less motile than flies fed normal medium and were unable to lay eggs, indicating that erythritol significantly impaired the survival and egg production.

### 2.2. Effect of Erythritol on Gene Expression

Erythritol-fed flies showed noticeably altered gene expression patterns. 

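RNA of whole flies was sequenced in 4 groups of 3 libraries each: control flies at 72 h (CK72h) and 96 h (CK96h), and flies kept on erythritol medium for 72 h (T72h) and 96 h (T96h). Each library was made from pooled flies, and the paper's text does not state their sex. Erythritol feeding separated the libraries first. Principal component 1 of log2 CPM (scaled counts) over the 1000 most variable genes held 84.9% of the variance and parted the 6 erythritol libraries from the 6 control libraries. Component 2, with 7.55%, parted CK96h from CK72h, and component 3, with 4.47%, parted T96h from T72h. The authors aligned the reads to the fly genome with HISAT2 and assigned raw counts to FlyBase genes, and these raw counts, not corrected for gene length, were used here. Total counts were 20131349 to 21996863 per library in CK72h, 20785863 to 23327826 in CK96h, 20869700 to 22436061 in T72h and 19855575 to 20838299 in T96h. Counts were scaled by TMM factors, and 13179 genes with enough counts were tested in 1 edgeR quasi-likelihood fit of all 12 libraries, with p-values adjusted by Benjamini-Hochberg. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5, the criteria the paper gives. CPM values are given as mean ± SD over n = 3 libraries, and all fold changes compare erythritol-fed with control flies of the same time. SE is the absolute log2 fold change divided by the square root of the F statistic of edgeR's quasi-likelihood test. For large folds with few counts in 1 group it can lie below counting error. It then does not measure the precision of the fold. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1. Transcripts of the mitochondrial genome took 9.22% of counts in CK72h, 8.86% in CK96h, 12.3% in T72h and 10.4% in T96h, and 16.5% in replicate 3 of T72h, the highest of any library.

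**Figure D1:**
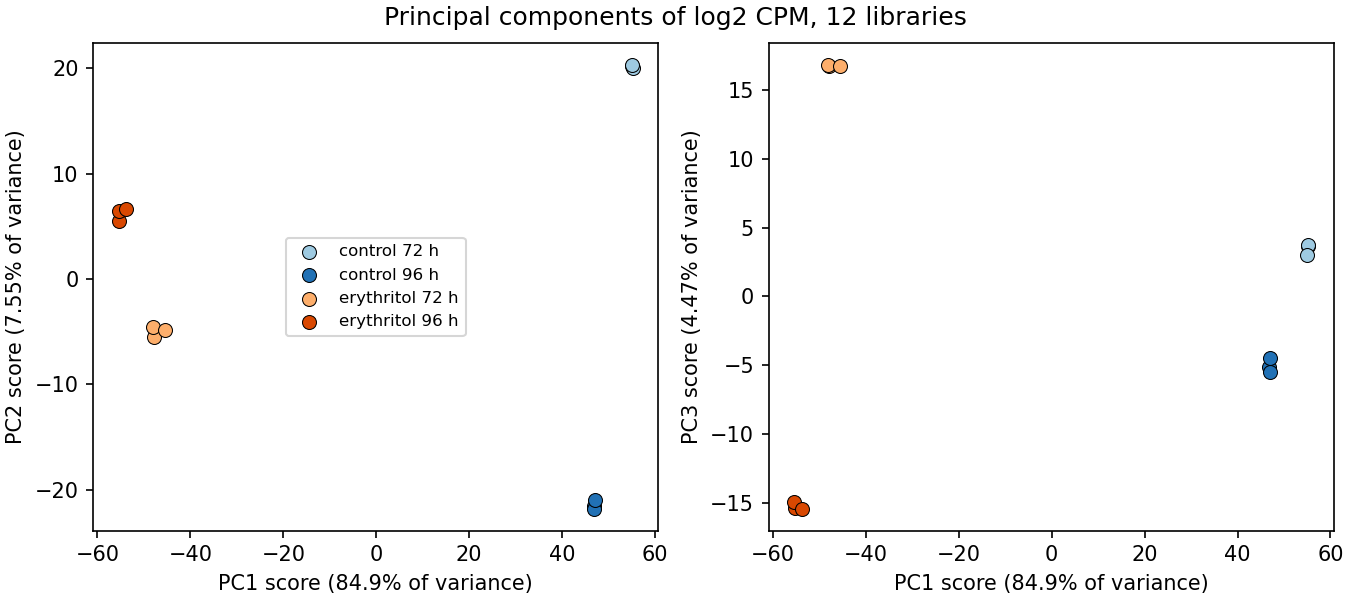
Scores of the 12 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM, in log2 units. Each point is 1 library, and the 3 libraries of a group lie close together, with the erythritol groups on the opposite side of component 1 from the control groups.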

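After 72 h on erythritol, vitelline membrane genes were among the 12 largest falls, and alpha-mannosidase genes and the maltase genes Mal-A4 and Mal-B1 among the 12 largest rises. These rank called genes with a mean log2 CPM of at least 2 and no overlap between the libraries of the 2 groups. TwdlM and Cpr65Ea, which encode structural proteins of the cuticle, had no count in the T72h libraries. Taking 3 counts over the group as the floor, they were at least 315-fold and at least 189.9-fold lower than in CK72h. Osi7, an Osiris family gene expressed in cuticle-forming epithelia, fell from 90.7 ± 2.57 to 0.0665 ± 0.0303 CPM, a log2 fold change of -10.30 (adjusted p = 6.06e-25). ImpE2, an ecdysone-inducible gene, was 809-fold lower (counting interval 224 to 6686, on 1858 and 2 counts), an interval at the 95% level that covers counting error only. nur was at least 1099-fold lower, and Met75Cb and CG43673 had log2 fold changes of -9.20 (adjusted p = 1.92e-18) and -9.16 (adjusted p = 1.67e-27). The other 5 of the 12 largest falls were the vitelline membrane genes Vm26Aa, Vm26Ab, Vm26Ac, Vm32E and Vm34Ca. CG34040 had the largest rise among them, from 2.12 ± 0.245 to 197 ± 3.62 CPM (log2 fold change 6.54 (SE 0.0616, adjusted p = 6.27e-30)). The alpha-mannosidase genes LManIII, LManV and LManVI, which encode enzymes that trim glycoprotein sugars, had log2 fold changes of 6.09 (adjusted p = 6.81e-25), 5.36 (adjusted p = 6e-29) and 5.30 (adjusted p = 3.35e-28), and CG12766, an aldo-keto reductase gene, one of 5.61 (adjusted p = 1.01e-27). By edgeR's quasi-likelihood test, 524 genes were higher and 1176 lower in T72h than in CK72h, together 12.9% of the 13179 genes tested. At an adjusted p under 0.05 with no fold threshold, 4910 genes were higher and 5543 lower.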

As shown in Figure 2, for T72h (flies treated with erythritol for 72 h) vs. CK72h (CK72h: flies treated without erythritol for 72 h), 1276 genes were down-regulated, while 581 genes were up-regulated. 

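At 96 h, members of the chorion and vitelline membrane lists used here made up 7 of the 12 largest falls, CG4009 and CG11381 of the paper's eggshell genes were among the others, and the largest rises included an alkaline phosphatase and glutathione S-transferases. These rank called genes with a mean log2 CPM of at least 2 and no overlap between the libraries of the 2 groups. Alp8, an alkaline phosphatase gene, rose from 0.0647 ± 0.0318 CPM in CK96h to 50.7 ± 0.696 CPM in T96h, a log2 fold change of 9.51 (adjusted p = 5.65e-25). CG34040 rose by 7.77 (SE 0.0724, adjusted p = 1.66e-30), CG15263 by 5.67 (adjusted p = 2.77e-22) and CG12224 by 5.11 (adjusted p = 2.69e-22) on the log2 scale. CG15784, an abundant transcript in T96h at 1368 ± 5.55 CPM, had a log2 fold change of 4.72 (adjusted p = 4.2e-30). FBgn0034711, which has no symbol in the reference used here, reached 1658 ± 15.1 CPM with a log2 fold change of 4.93 (adjusted p = 1.56e-29). Among the falls, CG14309 went from 205 ± 6.05 to 0.114 ± 0.0584 CPM, a log2 fold change of -10.75 (adjusted p = 4.2e-30). CG13084 was 3174-fold lower (counting interval 878 to 26220.0, on 6456 and 2 counts). The other largest falls included the chorion genes Cp19, Cp36 and Cp38 and the vitelline membrane genes Vm26Aa, Vm26Ac, Vm32E and Vm34Ca. By edgeR's quasi-likelihood test, 523 genes were higher and 942 lower in T96h than in CK96h. With no fold threshold, 5053 genes were higher and 5424 lower at an adjusted p under 0.05.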

As for T96h (flies treated with erythritol for 96 h) vs. CK96h (flies treated without erythritol for 96 h), 1020 genes were down-regulated, whereas 599 genes were up-regulated. It is well demonstrated that erythritol has a significant impact on gene expression in the fly, potentially leading to impaired survival, motility, and egg laying. 

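Erythritol-fed flies shared a core of changed genes at both times, while other groups of genes changed in 1 direction at 72 h and the other at 96 h. Of the changed genes, 237 were higher at both times and 629 lower at both times, against 20.8 and 84.1 that independent sets of these sizes would share. The maltase genes Mal-A4 and Mal-B1 and the uncharacterized genes CG34040 and CG15784 were among those higher at both times. Another 26 genes were called in opposite directions, 11 of them higher at 72 h and lower at 96 h. All 26 passed the test of the difference between the times, which their opposite calls made near certain. Most of the 15 that were lower at 72 h and higher at 96 h were long non-coding RNA genes, with an SE of up to 1.19 at 96 h. Among the 11 were the antimicrobial peptide genes DptA, DptB, AttC and Dro. The call of Dro at 72 h ended with upper-quartile factors (1.47) and library totals (1.34). Sperm-related genes went the other way. Of 30 testis genes, 30 were lower at 72 h, while at 96 h 26 were higher and 1 lower (adjusted p under 0.05 with no fold threshold, the same counts when adjusted over the list alone). loopin-1 and S-Lap4, leucyl aminopeptidase genes of the sperm, had log2 fold changes of -1.03 (adjusted p = 1.48e-18) and -1.05 (adjusted p = 4.7e-19) at 72 h and of 1.48 (adjusted p = 1.1e-21) and 1.46 (adjusted p = 7.13e-22) at 96 h. Both passed the fold threshold at 96 h without erythritol 72 h replicate 3 (1.59 and 1.57), with upper-quartile factors (1.55 and 1.53) and with library totals (1.54 and 1.52). In control flies, 19 of 19 Y chromosome genes tested were lower at 96 h than at 72 h, 17 of them with an adjusted p under 0.05. Across the genes tested, the log2 fold changes at 72 h and 96 h had a Pearson r of 0.562 and a Spearman rho of 0.160, described across genes that are not independent replicates. From 72 h to 96 h, 741 genes changed in control flies (205 higher, 536 lower) and 184 in erythritol-fed flies (86 higher, 98 lower). The count in control flies was 1161 without erythritol 72 h replicate 3, 1419 with upper-quartile factors and 1545 with library totals.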

Key genes potentially affected by erythritol are listed in Table 1.

### 2.3. GO Enrichment Results of Differentially Expressed Genes

GO enrichment results were ranked according to their *p*-values from smallest to largest. The top 20 GO enrichment results were performed using Metascape (Figure 3). 

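Transcripts of Tweedle genes, which encode structural proteins of the cuticle and shape the body, were lower in erythritol-fed flies at both times. The RNA was of whole flies, so transcripts of the adult cuticle were not told apart from those of eggs the flies carried. Antimicrobial peptide genes were higher at 72 h and lower at 96 h. Of 19 Tweedle genes, 17 fell at 72 h and 16 at 96 h and none rose past both thresholds (the same counts when adjusted over the list alone), with median log2 fold changes of -4.43 and -4.10. TwdlD, which sets body proportions, had a log2 fold change of -5.57 (SE 0.272, adjusted p = 1.23e-15) at 72 h, and TwdlF was 185-fold lower (counting interval 62.9 to 898, on 636 and 3 counts). TwdlN had no count in T96h and was at least 157-fold lower. In camera, a test of a list against all other genes, the Tweedle list had an adjusted p = 1.25e-04 at 72 h and 7.6e-04 at 96 h (adjusted p = 0.0135 and 0.0646 with an estimated correlation). Of 30 antimicrobial peptide genes, 13 were higher and 2 lower at 72 h, and 1 was higher and 18 lower at 96 h (the same counts when adjusted over the list alone; camera adjusted p = 0.0121 and 9.74e-13, or adjusted p = 0.33 and 0.0306 with an estimated correlation). The diptericin gene DptA had log2 fold changes of 3.05 (adjusted p = 1.56e-17) at 72 h and -3.64 (adjusted p = 7.13e-22) at 96 h. For the attacin gene AttC they were 2.80 (adjusted p = 3.49e-20) and -4.10 (adjusted p = 4.21e-25), and for the metchnikowin gene Mtk 0.90 (adjusted p = 1.65e-05) and -6.73 (adjusted p = 8.68e-23). Their control level moved: DptA was at 3.10 ± 0.852 CPM in CK72h and 96.4 ± 1.65 CPM in CK96h, against 25.9 ± 2.31 in T72h and 7.72 ± 1.43 in T96h. Over the list, the median was 1.95 for CK96h against CK72h, with 21 of 30 genes higher. Hemocyte markers rose in the same comparison, by a median of 1.74. Of 4 Turandot genes, secreted stress-response proteins, 2 fell at each time (2 when adjusted over the list alone), TotX with log2 fold changes of -3.47 (adjusted p = 1.52e-10) and -5.40 (adjusted p = 8.03e-15). Their camera test gave an adjusted p = 0.227 at 72 h and 0.0459 at 96 h (adjusted p = 0.122 with an estimated correlation). The list no longer passed at 96 h without erythritol 72 h replicates 1 or 3 (0.0511 and 0.0515) or erythritol 96 h replicate 2 (0.0506).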

Entries for body morphogenesis, humoral immune response, xenobiotic metabolism, hormone metabolism, and pheromone response were enriched in the biological processes (BPs), suggesting that erythritol induced a series of immune responses and affected fly growth. 

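Genes of the vitelline membrane, the inner layer of the eggshell, fell in erythritol-fed flies at both times, and larval serum protein genes of the hemolymph also fell. All 11 vitelline membrane genes measured fell at 72 h and at 96 h (11 when adjusted over the list alone). Their median log2 fold change was -8.92 at 72 h and -10.21 at 96 h, or -8.25 and -9.93 with genes without a count set at their bound. Vml, a vitelline membrane-like protein gene, fell from 105 ± 4.69 to 0.448 ± 0.0615 CPM at 72 h (log2 fold change -7.86 (adjusted p = 4.49e-28)) and had one of -7.98 (adjusted p = 1.01e-27) at 96 h. fs(1)M3 and fs(1)N, which encode vitelline membrane proteins needed for embryonic patterning, had log2 fold changes of -2.37 (adjusted p = 2.07e-22) and -2.20 (adjusted p = 2.96e-23) at 72 h. At 96 h they had -3.07 (adjusted p = 8.33e-25) and -2.45 (adjusted p = 1.82e-24). The list had a camera adjusted p = 1.81e-45 at 72 h and 1.02e-55 at 96 h. Of its 11 members, 9 are genes that the study picked from these libraries. The difference between the times did not pass the test (median difference -0.76, adjusted p = 0.534). Of 3 larval serum protein genes, storage proteins of the hemolymph, 3 fell at 72 h and 2 at 96 h (3 and 2 when adjusted over the list alone). As a list they did not pass camera (adjusted p = 0.299 and 0.395). Lsp1beta was at 2.29 ± 0.287 CPM in CK72h and 0.296 ± 0.125 CPM in T72h, and its log2 fold change was -2.92 (adjusted p = 6.65e-09) at 72 h and -3.12 (adjusted p = 1.82e-11) at 96 h.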

Entries associated with extracellular space and eggshell production were grouped into cell components (CCs). Oxidoreductase activity and hormone activity enriched in the molecule function (MF) category may be related to the immune response in the BP. 

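Cytochrome P450 genes of detoxification, which encode oxidoreductases, were mostly higher in erythritol-fed flies, and neuropeptide hormone genes moved in both directions. Of 43 P450 genes, 15 rose and none fell at 72 h, and 12 rose and 1 fell at 96 h (the same counts when adjusted over the list alone). At an adjusted p under 0.05 alone, 34 were higher and 5 lower at 72 h. Cyp6g1, known for its role in insecticide resistance, rose from 1326 ± 10.1 to 9119 ± 449 CPM at 72 h, a log2 fold change of 2.78 (SE 0.0514, adjusted p = 1.71e-24), and by 2.30 (SE 0.0505, adjusted p = 6.98e-23) at 96 h. Cyp9b2, Cyp6d2 and Cyp6d5 had log2 fold changes of 3.57 (adjusted p = 2.85e-28), 3.55 (adjusted p = 1.18e-23) and 2.55 (adjusted p = 2.54e-26) at 72 h. The P450 list had median log2 fold changes of 1.07 and 0.81, with a camera adjusted p = 5.02e-16 at 72 h and 9.07e-09 at 96 h. Of 35 neuropeptide genes, 3 rose and 5 fell at 72 h, and 1 rose and 1 fell at 96 h (the same counts when adjusted over the list alone), and the list passed camera at neither time (adjusted p = 0.416 and 0.353). Dsk and Hug, neuropeptides that act on feeding, had log2 fold changes of -2.73 (adjusted p = 1.61e-14) and -2.06 (adjusted p = 1.13e-09) at 72 h. CNMa had a log2 fold change of -2.37 (adjusted p = 3.53e-10) at 96 h, and CCAP, the crustacean cardioactive peptide gene, one of 1.54 (adjusted p = 4.45e-05), a call that ended without control 96 h replicate 3 or without erythritol 96 h replicates 1 or 3 (1.33, 1.47 and 1.39).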

Triglyceride lipase activity and maltase/α-glucosidase exhibited 45% and 90% of DEGs, indicating the abnormal energy metabolism of the fly. 

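Triglyceride lipase genes moved in both directions in erythritol-fed flies, with more genes lower than higher, while nearly every maltase gene rose. Of 47 lipase genes, 8 were higher and 15 lower at 72 h, and 5 were higher and 14 lower at 96 h (the same counts when adjusted over the list alone). The RNA was of whole flies, so lipase transcripts of the reproductive tract were not told apart from those of gut or fat body. CG17097, an abundant lipase gene, had a log2 fold change of -3.87 (SE 0.0406, adjusted p = 3e-29) at 72 h. CG31872 and CG5162 had log2 fold changes of -3.39 (adjusted p = 1.7e-28) and -3.01 (adjusted p = 1.39e-27) at 72 h, and CG17192 had -5.61 (adjusted p = 2.85e-28) at 72 h and -7.01 (adjusted p = 2.05e-29) at 96 h. Lip3, a lipase gene induced by starvation, rose from 0.187 ± 0.0498 to 6.77 ± 1.11 CPM, a log2 fold change of 5.14 (SE 0.274, adjusted p = 7.72e-15), and by 5.24 (SE 0.411, adjusted p = 1.52e-11) at 96 h. The lipase list had median log2 fold changes of -0.43 and -0.39 (camera adjusted p = 0.00178 and 0.00498, or adjusted p = 0.0533 and 0.105 with an estimated correlation). Of 10 lipid storage and lipolysis genes, 2 were higher and 1 lower at 72 h and 1 was higher and 2 lower at 96 h (the same when adjusted over the list alone). The median at 72 h was 0.12, a sign that turned when libraries were scaled by their totals, and the list did not pass camera (adjusted p = 0.354 and 0.0741). At 96 h it passed without control 96 h replicates 1 or 3 (0.0479 and 0.0407) or erythritol 72 h replicate 3 (0.0277). apolpp, the lipid carrier of the hemolymph, had a log2 fold change of -3.34 (SE 0.0641, adjusted p = 3.84e-24) at 96 h, and Lsd-1, a lipid droplet protein, one of -2.33 (SE 0.0479, adjusted p = 1.68e-23). Of 10 maltase genes, 9 rose at each time (9 when adjusted over the list alone), with median log2 fold changes of 2.88 and 3.25 and a camera adjusted p = 6.33e-41 and 1.4e-37. The study named 9 of these 10 genes from these libraries.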

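Chorion genes, which encode the outer eggshell, fell in erythritol-fed flies at both times. Their summed level went from 3158 to 722 CPM at 72 h and from 7225 to 115 CPM at 96 h. Of 14 chorion genes, 9 were called lower at 72 h and 14 at 96 h (9 and 14 when adjusted over the list alone), with median log2 fold changes of -3.79 and -9.04. The difference between the times passed the test (median difference -3.57, camera adjusted p = 5.72e-26). Cp36 and Cp38, chorion genes on chromosome X that are expressed earlier in choriogenesis, were at 602 ± 9.96 and 734 ± 18.6 CPM in CK72h and at 29.5 ± 2.93 and 34.7 ± 2.12 CPM in T72h. At 96 h they went from 1741 ± 91.9 and 2036 ± 164 CPM to 0.0954 ± 0.0963 and 0.130 ± 0.0315 CPM, log2 fold changes of -14.05 (adjusted p = 1.34e-30) and -13.88 (adjusted p = 6.99e-31). Cp19, a late chorion gene of the cluster on chromosome 3L, had a log2 fold change of -1.10 (adjusted p = 3.41e-18) at 72 h and -11.89 (adjusted p = 6.99e-31) at 96 h. Its neighbours Cp16 and Cp18, chosen after their values were seen, had log2 fold changes of -0.63 (adjusted p = 2.15e-12) and 0.89 (adjusted p = 7.59e-15) at 72 h and of -10.22 (adjusted p = 1.86e-28) and -8.71 (adjusted p = 2.02e-29) at 96 h. Cp7Fa, of the cluster on X, had -3.15 (adjusted p = 1.37e-21) at 72 h and -6.83 (adjusted p = 2.19e-27) at 96 h. Over the list, the camera adjusted p was 2.3e-26 at 72 h and 9.04e-93 at 96 h. In control flies the same genes were higher at 96 h than at 72 h (median 1.43), and 4 of the 14 are among the genes that the study picked from these libraries.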

Egg chorion exhibited 60% of DEGs and all of the genes in the egg coat showed significant differential expression, indicating that the egg formation of the fly was impeded.

### 2.4. Enrichment Results of KEGG Pathways for Differentially Expressed Genes

As shown in Figure 4, enrichment of the Toll and Imd signaling pathway, drug metabolism, and xenobiotics metabolism pathway imply that erythritol is recognized as an exogenous substance, subsequently triggering a series of defense responses in the fly. 

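Glutathione S-transferase and UDP-glycosyltransferase genes, enzymes that conjugate foreign compounds, were on balance higher in erythritol-fed flies. Toll and Imd pathway genes were moderately higher at 72 h. Of 25 glutathione S-transferase genes, 7 were higher and 2 lower at 72 h, and 8 were higher and none lower at 96 h (the same counts when adjusted over the list alone). Median log2 fold changes were 0.97 and 1.12 (camera adjusted p = 1.18e-06 and 8.43e-09). At 96 h, 3 of the 25 were lower at an adjusted p under 0.05 with no fold threshold. GstD5 and GstD2 rose by 4.78 (SE 0.0950, adjusted p = 8.44e-24) and 4.49 (SE 0.108, adjusted p = 5.12e-22) on the log2 scale at 96 h, and GstE1 rose from 42.2 ± 1.14 to 459 ± 3.31 CPM. Of 32 UDP-glycosyltransferase genes, 8 were higher and 2 lower at 72 h, and 5 were higher and 4 lower at 96 h (the same counts when adjusted over the list alone; camera adjusted p = 0.00119 and 0.0186, or adjusted p = 0.0438 and 0.144 with an estimated correlation). Ugt37A2 had a log2 fold change of 3.00 (adjusted p = 1.02e-25) at 72 h, and Ugt50B3 one of -3.54 (adjusted p = 5.23e-24). Of 32 Toll and Imd pathway genes, 3 were called higher and 2 lower at 72 h, and none higher and 3 lower at 96 h (the same counts when adjusted over the list alone). With no fold threshold, 17 were higher and 11 lower at 96 h. pirk, a negative regulator of the Imd pathway, had log2 fold changes of 2.52 (adjusted p = 3.13e-17) at 72 h and 0.53 (adjusted p = 3.06e-07) at 96 h. Rel, the NF-kB factor of that pathway, had 1.43 (adjusted p = 6.89e-21) and 1.00 (adjusted p = 7.12e-18). Rel passed the fold threshold at 72 h without erythritol 72 h replicate 3 (1.52). PGRP-SC1b, an amidase that degrades peptidoglycan, had log2 fold changes of -2.20 (adjusted p = 7.65e-13) and -2.15 (adjusted p = 3.36e-14). The list had a camera adjusted p = 5.39e-04 at 72 h (median 0.67) and 0.875 at 96 h, where its median was 0.13, its mean -0.12 and the direction of the test down.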

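Transcripts of enzymes that break down starch, maltose and trehalose were higher in flies fed erythritol. Summed over the 10 maltase genes of the Mal-A and Mal-B clusters, the level rose from 1085 ± 6.51 CPM in CK72h to 8030.4 ± 354 in T72h. At 96 h it rose from 803 ± 13.0 in CK96h to 7126 ± 31.4 in T96h. tobi, a gene of the alpha-glucosidase family regulated by insulin and adipokinetic hormone, rose from 88.2 ± 2.47 to 1327 ± 19.2 CPM at 96 h. Its log2 fold changes were 2.27 (SE 0.0426, adjusted p = 2.32e-24) at 72 h and 3.91 (SE 0.0467, adjusted p = 2.4e-28) at 96 h. The digestive alpha-amylase genes Amy-p and Amy-d, near-identical copies that may share reads, had log2 fold changes of 0.66 (adjusted p = 2.49e-10) and 0.98 (adjusted p = 2.38e-15) at 72 h and 0.66 (adjusted p = 2.23e-10) and 0.75 (adjusted p = 5.05e-13) at 96 h. Of 3 amylase genes, 1 (Amyrel) rose past both thresholds at each time (1 when adjusted over the list alone). The 3 genes did not pass camera (adjusted p = 0.0563 and 0.0831). They passed without erythritol 72 h replicate 3 (0.0175 and 0.0449), and at 72 h without control 72 h replicate 2 (0.0498) or control 96 h replicate 3 (0.0486). Treh, which splits trehalose, the main sugar of the hemolymph, into glucose, had log2 fold changes of 0.82 (adjusted p = 1.7e-16) and 0.59 (adjusted p = 1.11e-13).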

Nine genes (*Amyrel*, *Mal-A1*, *Mal-A2*, *Mal-A3*, *Mal-A4*, *Mal-A7*, *Mal-A8*, *Mal-B1* and *Mal-B2*) associated with the starch and sucrose metabolism pathway were highly up-regulated in flies fed with erythritol. 

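Genes of one-carbon, glycine and purine metabolism rose in erythritol-fed flies, while genes of juvenile hormone and ecdysone metabolism moved in both directions. Of 13 one-carbon and glycine genes, 7 rose and none fell past both thresholds at 72 h and 4 rose and none fell at 96 h (the same counts when adjusted over the list alone). With no fold threshold, 1 was lower at 72 h and 4 at 96 h. CG3999, a subunit of the glycine cleavage system, rose by 3.06 (SE 0.0856, adjusted p = 9.16e-21) on the log2 scale at 72 h, and Sardh, sarcosine dehydrogenase, by 3.17 (SE 0.120, adjusted p = 6.12e-18). Nmdmc and pug, enzymes of the folate cycle, rose by 2.65 (adjusted p = 2.38e-24) and 2.06 (adjusted p = 3.69e-24), and Gnmt, glycine N-methyltransferase, rose from 78.8 ± 1.92 to 352 ± 25.5 CPM. The list had a camera adjusted p = 2.12e-08 at 72 h and 0.00353 at 96 h (adjusted p = 0.0153 and 0.139 with an estimated correlation). Of 7 genes of purine synthesis, 5 rose at 72 h and 2 at 96 h and none fell past both thresholds (the same counts when adjusted over the list alone), with a camera adjusted p = 5.39e-09 and 8.06e-04 (adjusted p = 0.021 and 0.14 with an estimated correlation). Pfas and Prat2, enzymes of the purine ring pathway, rose by 2.18 (adjusted p = 2.58e-23) and 2.02 (adjusted p = 6.58e-22) at 72 h. Of 23 juvenile hormone and ecdysone genes, 2 were higher and 7 lower at 72 h, and 1 was higher and 8 lower at 96 h (the same counts when adjusted over the list alone). Jheh1, an epoxide hydrolase that breaks down juvenile hormone, rose from 140.5 ± 3.97 to 1060.3 ± 18.7 CPM (log2 fold change 2.92 (SE 0.0406, adjusted p = 4.88e-27)), while phtm, an ecdysone synthesis gene, had a log2 fold change of -3.18 (SE 0.220, adjusted p = 1.3e-12) at 96 h, when spo, another one, was 304-fold lower (counting interval 54.1 to 12040.0, on 309 and 1 counts). ImpE1, an ecdysone-inducible gene, had a log2 fold change of -5.22 (SE 0.194, adjusted p = 3.84e-18) at 72 h. The list did not pass camera (adjusted p = 0.438 and 0.333), and at 72 h its median was -0.46 and its mean -0.58 while the direction of the test was up.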

Genes related to the insect hormone pathway, folate biosynthesis, and amino acid metabolic processes were also enriched.

### 2.5. Key Genes Associated with Carbohydrate Metabolism

Genes associated with carbohydrate metabolism were further analyzed to explore the effects of erythritol on fly mortality. 

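Amyrel, a diverged member of the alpha-amylase family, was among the less abundant transcripts and rose in erythritol-fed flies at both times. The gene (FBgn0020506) lies on chromosome 2R from 16651095 to 16652699 of the dm6 assembly, on the minus strand. It was at 0.173 ± 0.151 CPM in CK72h and 4.93 ± 0.707 CPM in T72h, 27.7-fold higher, and at 0.820 ± 0.185 CPM in CK96h and 9.89 ± 0.360 CPM in T96h, 11.9-fold higher. These levels rest on 12 and 299 counts over the 3 libraries of each group at 72 h, and on 52 and 613 counts at 96 h. The log2 fold change was 4.79 (SE 0.294, adjusted p = 1.27e-13) at 72 h and 3.57 (SE 0.196, adjusted p = 1.24e-14) at 96 h by edgeR's quasi-likelihood test. The fold was smaller at 96 h than at 72 h by 1.22 on the log2 scale (adjusted p = 0.0221 for the difference).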

The differentially expressed gene *Amyrel* was significantly up-regulated in flies exposed to erythritol. *Amyrel* possesses both hydrolytic α-amylase and a 4-α-glucosyltransferase transglycosylation activity that hydrolyzes starch and related polysaccharides into maltose and maltotriose. It is noteworthy that eight DEGs encoding maltase genes (*Mal-A1*, *Mal-A2*, *Mal-A3*, *Mal-A4*, *Mal-A7*, *Mal-A8*, *Mal-B1* and *Mal-B2*) were found. 

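Of the 10 Mal-A and Mal-B maltase genes, 9 rose strongly at both times, and they lie in 2 clusters on chromosome 2. Maltases are alpha-glucosidases that split maltose and sucrose. On dm6, Mal-A1 to Mal-A8 lie on 2R between 8449664 and 8473961, and Mal-B1 (FBgn0032381) and Mal-B2 (FBgn0032382) on 2L from 11847226 to 11849169 and from 11849958 to 11852881. Mal-A4 (FBgn0033294, 8458815 to 8460884) had the largest rise at 72 h, from 10.9 ± 1.11 to 659.6 ± 36.2 CPM, a log2 fold change of 5.92 (SE 0.0659, adjusted p = 7.58e-29), and rose by 5.03 (SE 0.0620, adjusted p = 4.97e-28) at 96 h. Mal-B1 rose from 4.70 ± 0.258 to 113 ± 7.63 CPM at 72 h (log2 fold change 4.59 (SE 0.0732, adjusted p = 7.76e-26)) and by 5.04 (SE 0.0757, adjusted p = 2.4e-26) at 96 h. Mal-A1 (FBgn0002570, 8449664 to 8451904), the most abundant, rose from 409 ± 5.27 to 3182 ± 141 CPM at 72 h and from 208 ± 2.47 to 2719.9 ± 16.1 CPM at 96 h, log2 fold changes of 2.96 (SE 0.0444, adjusted p = 2.09e-26) and 3.71 (SE 0.0463, adjusted p = 6.4e-28). At 72 h the log2 fold changes were 3.67 (adjusted p = 1.44e-27) for Mal-A2, 4.30 (adjusted p = 9.56e-29) for Mal-A3, 2.61 (adjusted p = 8.48e-26) for Mal-A6, 2.80 (adjusted p = 1.77e-25) for Mal-A7, 2.24 (adjusted p = 1.09e-25) for Mal-A8 and 2.72 (adjusted p = 1.87e-26) for Mal-B2. At 96 h these genes had 3.30, 3.20, 3.10, 3.59, 3.05 and 2.43, with an adjusted p of at most 1.74e-25. Mal-A5, between Mal-A4 and Mal-A6 on 2R and chosen after its values were seen, was the exception, with log2 fold changes of 0.72 (SE 0.0468, adjusted p = 3.79e-13) at 72 h and -0.67 (SE 0.0471, adjusted p = 1.59e-12) at 96 h.

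**Figure D2:**
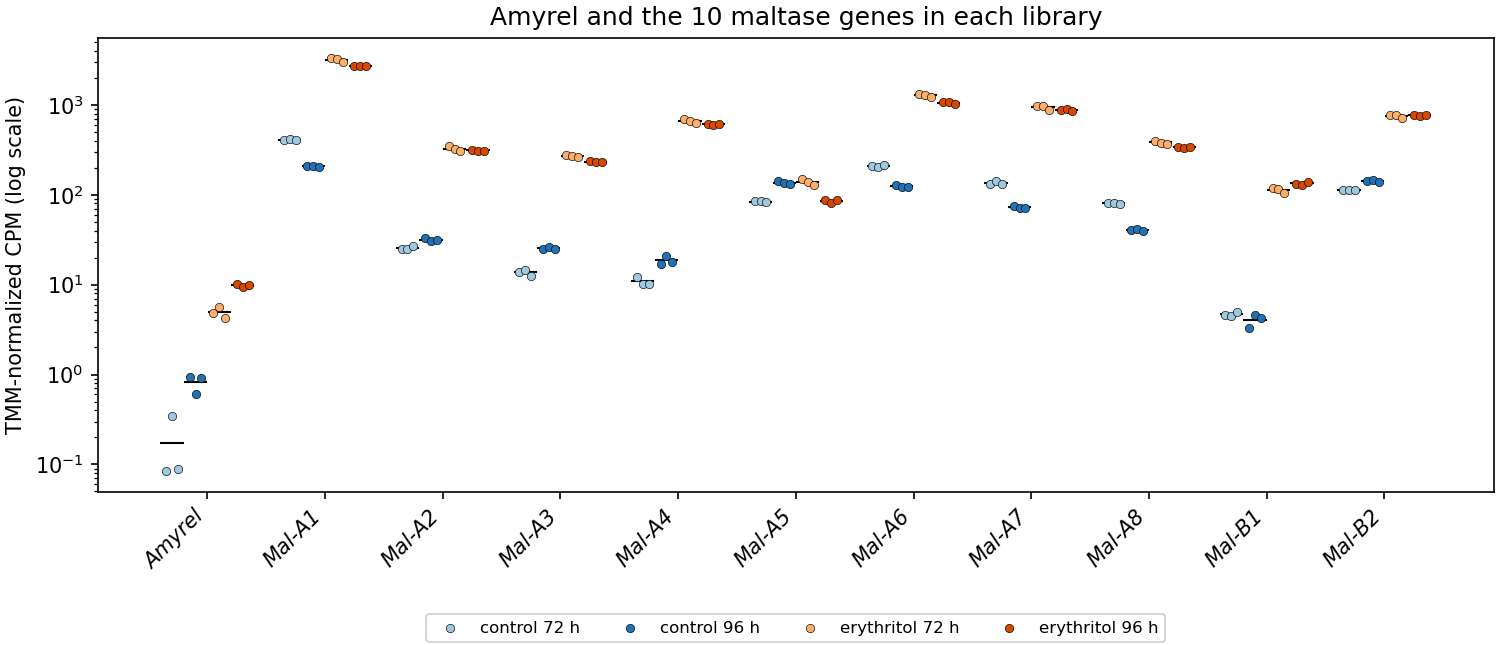
TMM-scaled CPM of Amyrel and the 10 maltase genes in each of the 12 libraries, on a log axis. Points are libraries, colours are the 4 groups and short black lines are group means. The erythritol libraries lie above the control libraries of the same time for each gene except Mal-A5 at 96 h.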

Maltase genes hydrolyze glucose and maltose to produce energy. Up-regulated gene expression and activation of related metabolic pathways indicated an abnormal energy state in flies fed with erythritol. 

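Glycolysis and glycogen metabolism genes were higher at 72 h in erythritol-fed flies, by less than the maltase genes, and neither list passed camera at 96 h. Of 13 glycolysis genes, 12 were higher and none lower at 72 h at an adjusted p under 0.05, and 2 of them, Ald1 and Ldh, passed the fold threshold too (2 when adjusted over the list alone). Ald1, an aldolase, rose from 960.1 ± 12.5 to 3876 ± 126 CPM at 72 h, a log2 fold change of 2.01 (SE 0.0438, adjusted p = 4.93e-23), and had one of 0.62 (adjusted p = 9.1e-13) at 96 h. Ldh, lactate dehydrogenase, rose at both times, by 1.82 (SE 0.0501, adjusted p = 6.69e-21) and 1.89 (SE 0.0529, adjusted p = 1.06e-20) on the log2 scale. Gapdh1, a glycolytic dehydrogenase, had log2 fold changes of 1.07 (adjusted p = 1.58e-17) at 72 h and -0.38 (adjusted p = 1.05e-08) at 96 h. The glycolysis list had a camera adjusted p = 5.55e-06 at 72 h and 0.515 at 96 h (adjusted p = 0.106 at 72 h with an estimated correlation). Of the 13, 6 were higher and 5 lower at 96 h with no fold threshold (6 and 6 when adjusted over the list alone). The difference between the times had a median of -0.74 and an adjusted p = 8.73e-04 (adjusted p = 0.265 with an estimated correlation). Of 11 genes of glycogen, trehalose and glucose synthesis, 1 rose past both thresholds at 72 h and none at 96 h (1 and 0 when adjusted over the list alone). In all, 9 were higher and 2 lower at 72 h with no fold threshold (camera adjusted p = 1.34e-04, or adjusted p = 0.164 with an estimated correlation, and 0.207 at 96 h). The 1 gene was Pepck2, of gluconeogenesis, with 2.20 (SE 0.0431, adjusted p = 5.42e-24). UGP, which supplies UDP-glucose for glycogen and trehalose, had 1.16 (adjusted p = 9.57e-19).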

PPI (protein–protein interaction) network of maltase genes is shown in Figure 5.

### 2.6. Tissue-Specific Enrichment Results of Key Genes

To understand the roles of key genes involved in mortality and sterility, their tissue-specific enrichment results were predicted (Figure 6). In statistical results from the Fly Cell Atlas data and deconvolution results of RNA-Seq data, the amylase gene (*Amyrel*) and six maltase genes (*Mal-A1*, *Mal-A2*, *Mal-A3*, *Mal-A4*, *Mal-A7*, and *Mal-A8*) were highly expressed in the gut. Seventeen genes associated with eggshell assembly (*Dec-1*, *Vm26Aa*, *Vm26Ab*, *Vm26Ac*, *Vm34Ca*, *psd*, *Cp7Fb*, *Cp7Fc*, *Cp15*, *Vm32E*, *CG11381*, *CG15571*, *CG15570*, *CG1077*, *CG4009*, *CG14187*, and *CG13998*) were highly expressed in the ovary. The expression of insulin-like peptide gene *Dilp2* was significantly increased in the head.

### 2.7. qRT-PCR Validation

To validate the reliability of DEGs identified in transcriptome analysis, the expression profiles of ten key genes associated with starch metabolism (*Amyrel*, *Mal-A2*, *Mal-A3*, *Mal-A4*, and *Mal-B1*) or egg formation (*Vm26Ac*, *Vm26Ab*, *Vm26Aa*, *Vm34Ca*, *Dec-1*) were determined using qRT-PCR. 

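In the RNA-seq libraries, Mal-A2, Mal-A3 and the eggshell genes Vm26Aa, Vm26Ab and Vm34Ca were measured at levels far apart between the groups. Mal-A2 was at 25.6 ± 1.04 CPM in CK72h and 326 ± 17.8 in T72h, and at 31.7 ± 1.39 in CK96h and 311 ± 4.07 in T96h. Mal-A3 was at 13.6 ± 0.949 and 268 ± 8.47 CPM at 72 h and at 25.4 ± 0.700 and 233 ± 4.43 CPM at 96 h, and Mal-B1, another maltase gene, at 4.06 ± 0.643 and 134 ± 4.90 CPM at 96 h. The vitelline membrane protein genes were abundant in control flies only: Vm26Aa was at 628 ± 16.8 CPM in CK72h and 0.298 ± 0.0530 in T72h, Vm26Ab at 261 ± 10.8 and 0.149 ± 0.0516, and Vm34Ca at 348 ± 5.21 and 0.0656 ± 0.0264. Vm26Ac was at 5.80 ± 0.656 CPM in CK72h and 12.2 ± 0.692 CPM in CK96h and had no count in T72h or T96h. FoxK, a forkhead transcription factor gene that served as the reference in qRT-PCR, had log2 fold changes of 0.41 (SE 0.0505, adjusted p = 5.39e-08) at 72 h and -0.29 (SE 0.0514, adjusted p = 1.27e-05) at 96 h by edgeR's quasi-likelihood test.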

Our results showed that gene expression levels in the RNA-seq data were significantly correlated with their expression detected by qRT-PCR (Figure 7).

## 3. Discussion

To gain a deeper insight into the molecular mechanisms underlying the impact of erythritol on fly mortality and oviposition, transcriptome sequencing was conducted on flies fed with or without erythritol. Subsequently, key genes were identified through RNA-Seq and bioinformatic analysis. Our results showed that an amylase gene and eight maltase genes were significantly upregulated in flies fed with erythritol medium. In addition, expressions of seventeen genes associated with egg-shell assembly were dramatically suppressed. It is notable that eleven genes proven to be involved in the regulation of hemolymph osmolality were not affected by erythritol.

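The 17 eggshell genes fell together from 2505 ± 30.2 CPM in CK72h to 23.9 ± 2.21 CPM in T72h, and from 4517 ± 187 CPM in CK96h to 6.84 ± 0.419 CPM in T96h, as sums over the list. All 17 were called lower at both times (17 when adjusted over the list alone). In a fit of only the 6 libraries at 72 h, 16 were, since CG13998 was removed there by the filter on low counts. The study chose this list on these samples, so the count is not independent evidence of the direction. Vm26Ab, Vm26Ac and Vm26Aa, vitelline membrane proteins, lie together on 2L of dm6 from 5957004 to 5960340, and Vm32E and Vm34Ca on 2L from 11171167 to 11171665 and from 13411141 to 13411631. Vm26Ab had log2 fold changes of -10.72 (adjusted p = 6.27e-30) at 72 h and -10.24 (adjusted p = 1.66e-30) at 96 h. Vm34Ca had -12.24 (adjusted p = 3.3e-28) and -13.46 (adjusted p = 1.3e-29), with 4 counts left in each erythritol group, so the size of its fold is uncertain. Vm26Ac, without a count in erythritol-fed flies, was at least 117-fold lower at 72 h and at least 253-fold lower at 96 h. Vm26Aa had a log2 fold change of -11.01 (adjusted p = 8.47e-30) at 72 h and was 25620.0-fold lower (counting interval 7092 to 211600.0, on 52107 and 2 counts) at 96 h, and Vm32E was at least 915-fold lower at 72 h. psd, the palisade gene of the vitelline membrane, was 1403-fold lower (counting interval 388 to 11590.0, on 2854 and 2 counts) at 96 h. The chorion genes Cp7Fb and Cp7Fc on X and Cp15 on 3L had log2 fold changes of -6.50, -6.67 and -4.90 at 72 h and -7.15, -9.37 and -8.35 at 96 h (adjusted p from 1.06e-30 to 1.61e-26). CG4009, a peroxidase gene, had no count in T96h and was at least 2669-fold lower, and CG11381 was 6748-fold lower (counting interval 1211 to 266600.0, on 6862 and 1 counts). For these 17 genes together, the camera adjusted p was 3.8e-51 at 72 h and 1.8e-83 at 96 h.

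**Figure D3:**
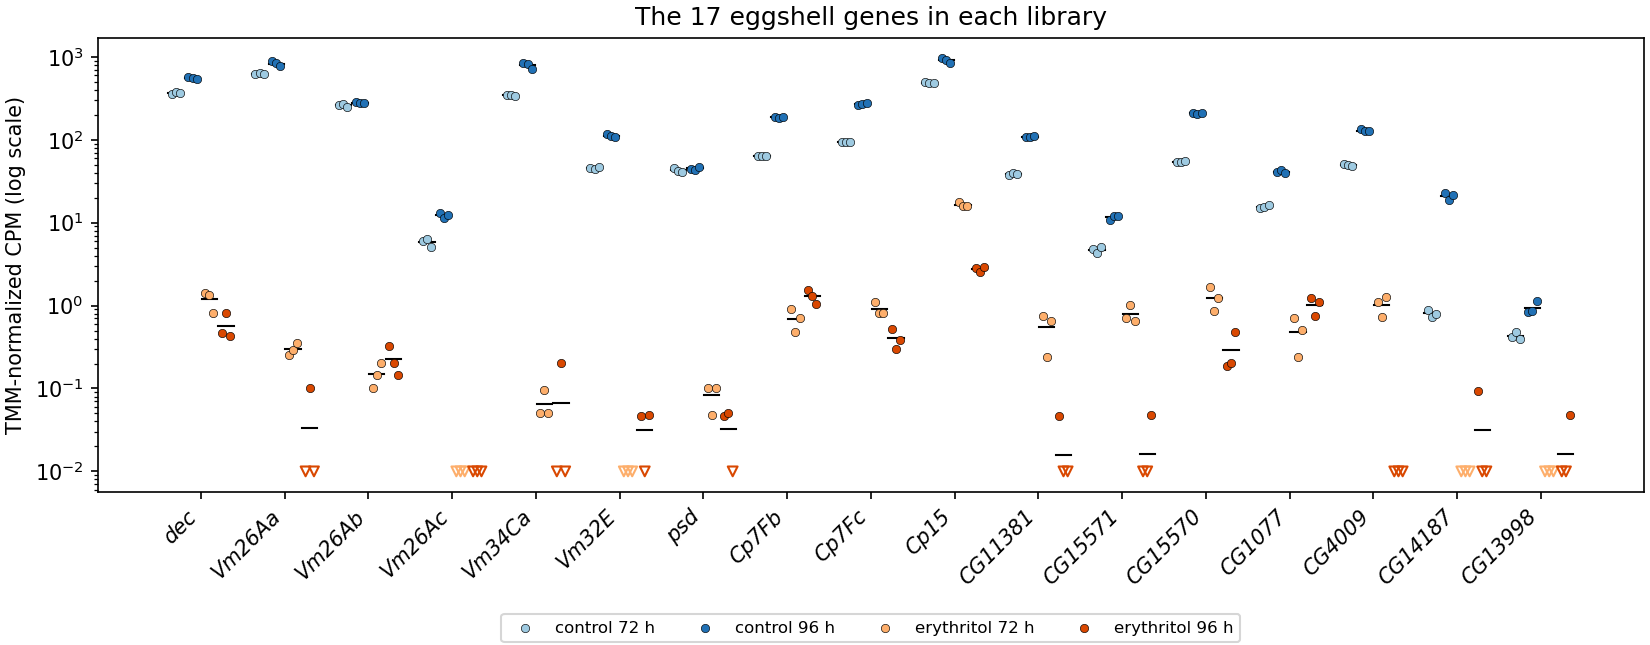
TMM-scaled CPM of the 17 eggshell genes in each of the 12 libraries, on a log axis. Points are libraries, colours are the 4 groups, short black lines are group means and open triangles drawn at 0.01 CPM are libraries with no count. The erythritol libraries lie below the control libraries of the same time for each gene.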

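The diuretic hormone genes Dh44, Dh31 and Capa were each lower in erythritol-fed flies at 72 h, and the 10 measured genes of hemolymph osmolality as a list moved in no common direction. Dh44, a corticotropin-like diuretic hormone, fell from 9.73 ± 0.901 to 3.45 ± 0.583 CPM at 72 h, a log2 fold change of -1.49 (SE 0.129, adjusted p = 1.21e-10) that passed the fold threshold with upper-quartile factors (-1.62) and library totals (-1.75). It also passed without control 72 h replicate 1 (-1.56) or without erythritol 72 h replicate 2 (-1.60). At 96 h Dh44 was at 5.24 ± 0.309 CPM in CK96h and 7.16 ± 0.551 CPM in T96h, a log2 fold change of 0.45 (SE 0.126, adjusted p = 0.00227), and the 2 times differed (adjusted p = 6.61e-10 for the difference). Dh31, a calcitonin-like diuretic hormone, had log2 fold changes of -0.56 (SE 0.0987, adjusted p = 1.46e-05) at 72 h and -0.12 (SE 0.0995, adjusted p = 0.273) at 96 h. Capa, which encodes peptides acting on the Malpighian tubules, had -0.68 (SE 0.0942, adjusted p = 4.77e-07) and 0.38 (SE 0.0970, adjusted p = 9.66e-04). Neuron markers had medians of -0.85 at 72 h and 0.17 at 96 h. The falls of these hormone genes at 72 h were not separated from a lower share of neuronal RNA. Of the 10 genes, none was called changed at 72 h and 1 was lower at 96 h (0 and 1 when adjusted over the list alone). At an adjusted p under 0.05 with no fold threshold, 10453 of all 13179 genes tested passed at 72 h and 10477 at 96 h. Of the 10 genes, 3 were higher and 6 lower at 72 h and 5 were higher and 4 lower at 96 h. The study chose this list, so the counts are not independent evidence, and Eglp3, with 21 counts over the 12 libraries, was not tested. The list had a camera adjusted p = 0.65 at 72 h and 0.571 at 96 h, where the median was 0.02, the mean -0.14 and the direction of the test down. Of 30 other genes of renal signalling and ion transport, none was called at either time (0 when adjusted over the list alone), and at an adjusted p under 0.05 alone 22 were higher and 4 lower at 72 h and 15 higher and 8 lower at 96 h (camera adjusted p = 0.0868 and 0.515).

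**Figure D4:**
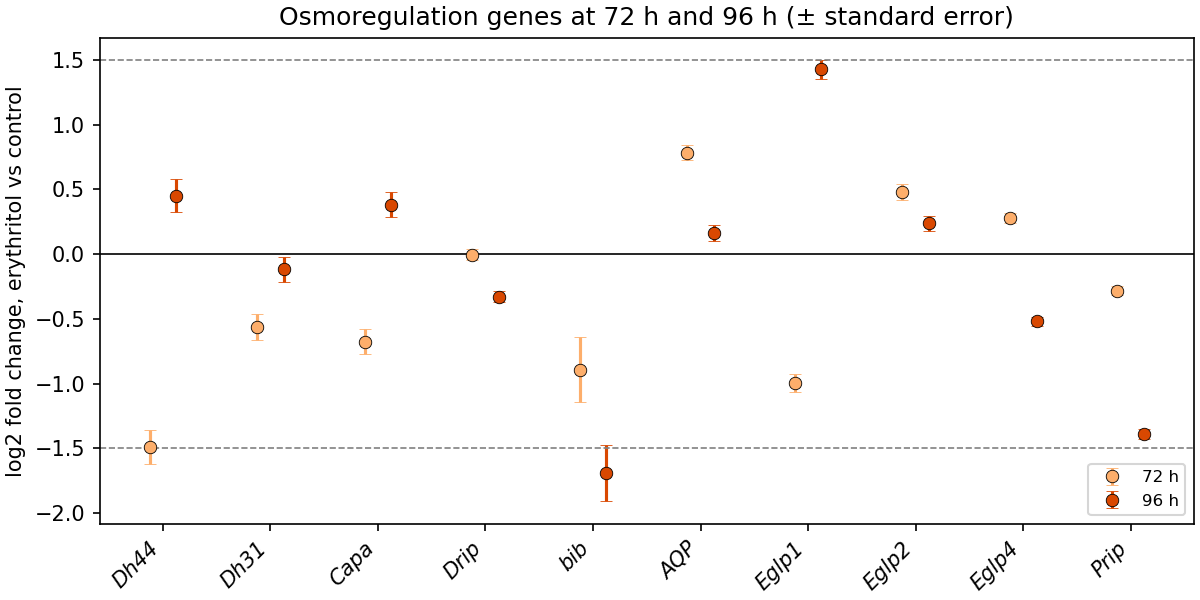
Log2 fold changes of 3 diuretic hormone genes and 7 aquaporin genes at 72 h and 96 h, erythritol-fed against control flies. Bars are the SE derived from the F statistic. Dashed lines mark the fold threshold of 1.5 in each direction, and bib at 96 h lies beyond it.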

### 3.1. Variation of Hemolymph Osmolality Is Not Necessary for Fly Death

Our findings indicate that the lethality observed in flies was not attributed to an osmotically driven effect. Several rational explanations support this conclusion: (1) flies possess a robust osmoregulation ability, allowing them to adjust osmotic balance by modulating the hemolymph volume during water deficit. Even when the hemolymph volume was reduced to 25% or less, osmolality remained relatively stable during a short dehydration period [19]. (2) Mortality resulting from significant osmolality variation may not occur, as the observed osmolality changes were well within the fly’s regulatory capacity. 

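The genes that the paper groups as aquaporins, a family that includes water and glycerol channels, differed from each other in their response to erythritol. bib (big brain) fell at both times, from 2.06 ± 0.547 to 1.10 ± 0.394 CPM at 72 h and from 4.24 ± 0.0390 to 1.31 ± 0.0795 CPM at 96 h, with log2 fold changes of -0.89 (SE 0.252, adjusted p = 0.00245) and -1.69 (SE 0.219, adjusted p = 1.46e-07), the second past the fold threshold. Prip, a water channel, had log2 fold changes of -0.28 (SE 0.0371, adjusted p = 1.84e-07) at 72 h and -1.39 (SE 0.0373, adjusted p = 4.43e-21) at 96 h. Eglp1, an entomoglyceroporin, was lower at 72 h (25.4 ± 1.21 and 12.7 ± 0.641 CPM, adjusted p = 2.22e-12) and higher at 96 h (9.57 ± 0.213 and 25.7 ± 1.64 CPM, log2 fold change 1.43 (SE 0.0743, adjusted p = 4.24e-15)). Without erythritol 72 h replicate 3, the value of Eglp1 at 96 h passed the fold threshold (1.53). AQP had log2 fold changes of 0.78 (SE 0.0567, adjusted p = 3.64e-12) and 0.16 (SE 0.0619, adjusted p = 0.0196), Eglp2 of 0.48 (SE 0.0611, adjusted p = 1.3e-07) and 0.24 (SE 0.0599, adjusted p = 8.95e-04), and Eglp4 of 0.28 (SE 0.0371, adjusted p = 2.44e-07) and -0.52 (SE 0.0379, adjusted p = 3.47e-12). Drip, a water channel of the Malpighian tubules, had -0.01 (SE 0.0423, adjusted p = 0.906) at 72 h, where its sign turned under other scalings, and -0.33 (SE 0.0432, adjusted p = 1.76e-07) at 96 h. All values are from edgeR's quasi-likelihood test. No diuretic hormone gene (Dh44, Dh31 or Capa) passed the fold threshold at either time with TMM factors and all 12 libraries.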

(3) The expression levels of three diuretic hormone genes (*DH44*, *DH31*, and *CAPA*) [20,21] and eight aquaporin genes (*Drip*, *Big brain*, *AQP*, *Eglp2*, *Eglp3*, *Prip*, *Eglp4*, and *Eglp1*) [22] did not differ significantly between the treatment and control groups. In conclusion, the osmolality variations induced by erythritol fall within the fly’s regulatory capacity and are not the primary cause of mortality.

### 3.2. Energy Deficiency Caused by Erythritol

α-glucosidases (EC 3.2.1.20) hydrolyze α-1,4-glycosidic bonds of starch, producing many maltose molecules and then digested by maltases into α-D-glucose [23]. A previous study showed that maltase genes (*Mal-A2*, *Mal-A3*, and *Mal-A4*) were responsible for dietary carbohydrate changes and could increase the response capacities associated with environmental variations [24]. As a competitive inhibitor, erythritol competitively binds α-glucosidase with the substrates starch or maltose, resulting in ineffective hydrolysis of substrates. In this scenario, even if the food is sufficient, it still leads to a low-energy state. The low-energy signal induces the production of more hydrolytic enzymes attempting to obtain sufficient energy, thus instigating a vicious cycle (Figure 8).

### 3.3. Mortality Caused by Energy Deficiency

Studies showed that there are two lipolytic systems in the insect fat body: *Akh*/*AkhR* signaling-dependent lipolysis [25] and *Bmm*-related lipolysis [26]. *Akh* is produced by corpora cardiaca cells in the head and stored within secretory vacuoles until signaled to release. Under acute starvation or increased metabolic demand, secretion of *Akh* into the hemolymph stimulates lipolysis of triacylglycerols, and conversion of glycogen into trehalose by *Akh* receptor (*AkhR*) [27] and consequently activating cAMP/PKA signaling pathway in the fat body [28]. As the ortholog of mammalian adipose triglyceride lipase (ATGL), *Bmm* catalyzes the initial step of triacylglycerol to diacylglycerol [26]. It must be noted that the lipolytic events mediated by TGL and *Bmm* are activated at different times by different metabolic signals. Furthermore, the *Akh* system functions in response to rapid changes in lipid demands, whereas *Bmm* functions to maintain lipid levels for the metabolic baseline [28].

The fly genome contains seven genes coding insulin-like peptides (*Dilp1-7*), which are homologous to the mammalian insulin and insulin-like genes. Secreted *Dilps* bind to the insulin-like receptor (*InR*) in the target tissues, activating the downstream components sequentially, including Pi3K92E, AKT1, mTOR and FOXO. Finally, activated insulin signaling exerts its effect on growth, development, metabolism, behavior, life span and immunity [29,30,31]. However, the secretion of *Dilps* depends on the developmental stage, type of tissue, and environmental factors [32]. *Dilp2*, *3* and *5* are produced in a cluster and are believed to be particularly important in the regulation of metabolism in the fly. *Dilp3* is specifically dedicated to the systemic control of circulating sugars, while *Dilp2* responds to amino acid metabolism [33].

A rational mechanism has been proposed to explain the relationship between *Dilps* and *Akh* in the fly. *Dilps* and *Akh* are two counter-regulatory molecules that regulate glucose level in the fat body [34]. Starvation (or energy deficiency) can induce the expression of *Akh*, promoting glycolysis. In addition, *Akh* can regulate the expression of *Bmm*, which catabolizes lipids and maintains the energy balance. Therefore, the balance between *Dilps* and *Akh* may be important for resource allocation into growth and reproduction. In this study, competitive binding of erythritol and maltase to sucrose and/or maltose significantly inhibited their hydrolysis, resulting in energy deprivation. 

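The fasting hormone gene Akh and the lipase gene bmm rose at both times in erythritol-fed flies. foxo rose at 72 h, and the insulin-like peptide genes Ilp2, Ilp3 and Ilp5 fell at both times, with the larger point estimates at 72 h. bmm (FBgn0036449, 3L from 14776496 to 14786412 on dm6), the main triglyceride lipase of the fat body, rose from 57.0 ± 1.22 to 244 ± 10.1 CPM at 72 h and from 73.7 ± 3.36 to 181 ± 4.27 CPM at 96 h. These are log2 fold changes of 2.09 (SE 0.0418, adjusted p = 8.42e-24) and 1.30 (SE 0.0414, adjusted p = 1.64e-19). Akh (FBgn0004552, 3L from 4141467 to 4142070), which encodes the hormone that mobilizes stored energy, had 1.59 (SE 0.0990, adjusted p = 1.72e-13) and 1.31 (SE 0.0968, adjusted p = 4.66e-12). Its call at 72 h ended with upper-quartile factors (1.46) and library totals (1.33). AkhR, the gene of the Akh receptor, was lower at both times and not called. Over the scalings tried and DESeq2, its log2 fold change was -0.87 to -0.58 at 72 h and -1.49 to -1.41 at 96 h. foxo (FBgn0038197, 3R from 14056945 to 14087978), the transcription factor repressed by insulin, had 0.89 (SE 0.0496, adjusted p = 1.97e-14) at 72 h and 0.02 (SE 0.0501, adjusted p = 0.701) at 96 h. Its target Thor had 2.33 (SE 0.0399, adjusted p = 3.24e-25) and 1.17 (SE 0.0384, adjusted p = 2.9e-19). Ilp2 (FBgn0036046, 3L from 9799698 to 9800440) fell from 9.82 ± 0.515 to 1.87 ± 0.220 CPM at 72 h and from 8.58 ± 0.484 to 5.38 ± 0.250 CPM at 96 h, with log2 fold changes of -2.39 (SE 0.131, adjusted p = 1.35e-14) and -0.67 (SE 0.110, adjusted p = 5.4e-06). Ilp3 had -1.85 (SE 0.255, adjusted p = 4.34e-07) and -0.80 (SE 0.207, adjusted p = 0.00113). Ilp5 had -2.58 (SE 0.366, adjusted p = 6.24e-07) and -1.85 (SE 0.353, adjusted p = 4.11e-05), and its call at 96 h ended without erythritol 96 h replicate 2, short of the fold threshold. Of 7 insulin-like peptide genes, 4 were called lower at 72 h and 2 at 96 h and none was higher (the same counts when adjusted over the list alone). The 7 genes did not pass camera (adjusted p = 0.299 and 0.35). Of 16 FOXO and starvation response genes, 5 rose and 1 fell at 72 h and 3 rose and 1 fell at 96 h (the same counts when adjusted over the list alone). They had a camera adjusted p = 6.99e-09 and 0.00247 (adjusted p = 0.00468 and 0.07 with an estimated correlation). The list includes tobi, which insulin also regulates, and sug, which responds to sugar, so its counts do not measure fasting alone. sug, a sugar-responsive transcription factor, was the 1 that fell, with -1.53 (adjusted p = 5.28e-18) at 72 h and -1.77 (adjusted p = 3.83e-20) at 96 h. Its call at 72 h ended with DESeq2, in a fit of only the 6 libraries and without control 72 h replicate 1 or erythritol 72 h replicate 2 (-1.49 in each). It also ended without erythritol 72 h replicate 3 (-1.47). Of 14 insulin and Akh signalling genes, Akh alone was called at 72 h and none at 96 h (1 and 0 when adjusted over the list alone). The list had a camera adjusted p = 0.00496 and 0.991. The paper reasons from the raised maltase and amylase transcripts that the flies were in an abnormal energy state. It states that erythritol interfered with the hydrolysis of sucrose and maltose and thereby deprived the flies of energy.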

The energy deprivation signal triggered higher expression of *FOXO*, *Akh* and *Bmm* but suppressed the expression of *Dilp2*, *Dilp3* and *Dilp5*, indicating that stored lipids and glycogen were overused. The combined effects of the depletion of stored lipids and the failure of dietary sugars to provide sufficient energy accelerated the mortality of the fly (Figure 8).

### 3.4. Molecular Mechanism of Non-Oviposition Caused by Erythritol

In the fly, the *defective chorion-1* gene (*Dec-1*) encodes follicular cell proteins required for normal eggshell assembly. *Dec-1* encodes fc177 (177 kDa), fc125 (125 kDa), and fc106 (160 kDa) via selective splicing of RNA [35]. They are secreted by follicular cells and localized in the yolk membrane layer, where they are further cleaved into at least five different proteins [35,36]. Ultrastructural analysis of the *Dec-1* mutant eggshell revealed abnormalities in the endochorionic layer and endosperm [37]. The aggregation of chorionic material beneath the vitelline membrane caused eggshell malformation. In this study, *Dec-1* expression was reduced by approximately 296-fold in flies fed with erythritol, suggesting that erythritol may cause female sterility by affecting eggshell assembly. 

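dec, the gene of the Dec-1 eggshell proteins, was abundant in control flies and close to the detection limit in erythritol-fed flies. The gene (FBgn0000427) lies on chromosome X from 7867161 to 7873222 of dm6, on the minus strand. It was at 365 ± 10.6 CPM in CK72h and 1.19 ± 0.326 CPM in T72h, 305-fold lower, and at 558 ± 10.3 CPM in CK96h and 0.570 ± 0.206 CPM in T96h, 977-fold lower. These levels rest on 25313 and 72 counts over the 3 libraries of each group at 72 h, and on 35122 and 35 counts at 96 h. The log2 fold change was -8.25 (adjusted p = 9.56e-30) at 72 h and -9.93 (adjusted p = 1.06e-30) at 96 h by edgeR's quasi-likelihood test, and the fall was larger at 96 h (difference -1.68 (SE 0.265, adjusted p = 3.39e-06)).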

Previous studies have indicated that *Vm26Ab*, *Vm26Ac*, *Vm26Aa*, *Vm34Ca*, *Vm32E*, and *Vml* are essential for vitelline membrane formation. The high expression of *Vm26Aa*, *Vm26Ab*, *Vm26Ac*, *Vm34Ca*, *Vm32E*, and *Vml* in mated females significantly promotes oviposition [38]. Sv23, encoded by *VM26Ab*, is expressed in follicle cells and yolk membranes, playing a role in the formation of yolk membrane and chorion-containing eggshell [39]. Knockdown experiment targeting *Vm26Ab* has shown a significant reduction in oocyte numbers [38]. Chorionic protein is synthesized by follicular cells and secreted into the extracellular space between the follicle cells and the developing oocyte. There are several chorionic membrane protein families in the fly, and each family is expressed at a specific stage of oogenesis [40]. Protein products of *Cp7Fb*, *Cp7Fc*, *Cp7Fa*, *Cp36* and *Cp15* are essential for a normal chorionic membrane lining structure, and their deficiencies result in chorionic membrane fragility. *Cp7Fa*, *Cp7Fb* and *Cp7Fc* were located in an amplified chorionic gene cluster including *Cp36* and *Cp38* [41]. *Cp36* was proven to produce a major structural protein of the chorionic membrane. It is synthesized in the early stages of oogenesis and initially deposited in the vitelline membrane but later concentrated in the chorionic villous layer. Mutations in *Cp36* resulted in defective cross-linking of vitreous and chorionic proteins [42]. A study revealed that female sterile *fs(1)M3* could be accumulated in the vitelline membrane together with the female sterile *fs(1)N* and plays a role in vitelline integrity and activation of Torso receptors [43]. Palisade (*Psd*) is required for the assembly and function of the protective vitelline membrane in the fly ovary. After the knockdown of *Psd* by RNAi, the somatic cells surrounding the oocyte showed structural disorders during the initial synthesis of the vitelline membrane, including extensive size differences between precursor vitelline bodies and disorganization of follicular cell microvilli [44]. The *CG11381* gene encodes a glutamine-rich protein with an expression pattern that temporally bridges with the major follicular membrane and early intermediate chorionic membrane proteins [45]. 

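Beside the eggshell genes, yolk protein genes and part of the female germline genes fell in erythritol-fed flies. The yolk protein genes Yp1, Yp2 and Yp3 and the yolk receptor gene yl were called lower at both times (4 of 4, also when adjusted over the list alone). Yp2 fell from 3291 ± 36.0 to 382 ± 40.8 CPM at 72 h and from 7792 ± 1120.0 to 229 ± 5.44 CPM at 96 h, log2 fold changes of -3.11 (SE 0.0812, adjusted p = 2.21e-21) and -5.09 (SE 0.0890, adjusted p = 5.65e-25). Yp3 had -1.85 (adjusted p = 4.24e-20) and -4.23 (adjusted p = 1.09e-26), and Yp1 -1.65 (adjusted p = 1.85e-17) and -3.10 (adjusted p = 1.02e-22). The call of yl at 72 h (-1.52 (adjusted p = 9.79e-21)) ended with RLE factors (-1.49), DESeq2 (-1.48), a fit of only the 6 libraries (-1.48) and without erythritol 72 h replicate 3 (-1.44). The yolk list had a camera adjusted p = 5.68e-06 and 6.86e-14 (adjusted p = 0.0635 and 0.0167 with an estimated correlation). Between the times the difference had a median of -1.72 and an adjusted p = 2.83e-04 (adjusted p = 0.184 with an estimated correlation). Of 24 female germline genes, none was called at 72 h and 8 were lower at 96 h (0 and 8 when adjusted over the list alone). With no fold threshold, 2 were higher and 19 lower at 72 h. otu and osk, which act in egg chamber development and germ plasm assembly, had log2 fold changes of -2.02 (adjusted p = 5.81e-23) and -1.80 (adjusted p = 1.68e-23) at 96 h. The germline list had a camera adjusted p = 0.00178 at 72 h (adjusted p = 0.106 with an estimated correlation) and 9.6e-12 at 96 h. In control flies, yolk genes (median 1.21) and germline genes (median 0.65) were higher at 96 h than at 72 h. Y chromosome genes, which only males carry, had medians of -1.03 at 72 h and 1.16 at 96 h. At 96 h, the falls of germline genes were not separated from a difference in the share of females.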

In this study, non-oviposition was caused by significant down-regulation or non-expression of genes encoding vitelline membrane proteins and chorionic membrane proteins in flies fed with erythritol. The fly prefers to survive rather than reproduce in the absence of energy.

## 4. Materials and Methods

### 4.1. Fly Rearing and Treatment

The fly rearing normal medium consisted of the following components: sucrose (62 g), corn powder (82 g), agar (6.2 g), dry yeast (7 g), and propanoic acid (2 mL), and it was fixed to 1000 mL with distilled water. The erythritol medium contained an extra 122 g (1 mol/L) of erythritol. Newly emerged flies were transferred to culture flasks, with each flask containing 30 flies.

A total of 120 flasks (3600 flies) were collected, with half designated for the experimental group fed with erythritol medium and the other half for the control group fed with normal medium. These flasks were then placed in an incubator at a temperature of 25 ± 1 °C, under a photoperiod of 12 h of light followed by 12 h of darkness. The relative humidity was maintained at 70 ± 5%. Daily fly survival numbers were counted, and survival analysis was performed using the Kaplan–Meier method using the survival R package version 3.5-7.

### 4.2. RNA Extraction, Library Construction and Sequencing

One hundred flies were collected on the third or fourth day with three biological replicates after being fed with or without erythritol for RNA extraction. Total RNA was extracted with the Trizol reagent and quantified using an Agilent 2100 bioanalyzer. RNA sequencing libraries were constructed using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA, USA). mRNAs were enriched using Oligo(dT) magnetic beads, followed by random fragmentation in NEB Fragmentation Buffer. The first strand of cDNA was synthesized in the M-MuLV reverse transcriptase system using fragmented mRNA as templates and random oligonucleotides as primers. After RNA removal with RnaseH, the second strand of cDNA was synthesized using DNA polymerase I. Purified dscDNA was end-repaired, an adapter was added, the PCR was amplified, and then sequencing was carried out on the Illumina NovaSeq 6000 sequencing platform (Novogene Bioinformatics Technology Co., Ltd., Beijing, China). The data can be downloaded on GEO (accession number: GSE221267).

### 4.3. Data Quality Control and Reference Genome Alignment

To ensure data quality and reliability, sequencing adapters, N (unidentifiable base), and low-quality reads (Qphred ≤ 20) were removed. The resulting clean reads were then aligned to the reference genome (dmel_r6.37_FB2020_06) using HISAT2 version 2.2.0.

### 4.4. Bioinformatic Analysis

#### 4.4.1. Identification of Differentially Expressed Genes and Enrichment of GO and KEGG

Differentially expressed genes (DEGs) were identified using the Deseq2 R package version 1.40.2 in R based on count data [46]. The screening criteria were Padj < 0.05 and |log2FC| ≥ 1.5. GO and KEGG pathway enrichment were performed using the online website Metascape [47] with the following parameters: min overlap = 3, *p*-value cutoff ≤ 0.01 and min enrichment = 1.5. To gain insight into the state of a pathway (activation or suppression), enriched KEGG pathways were scored using the GSVA R package version 1.50.1 [48] with the following equation:

GSVA enrichment score = (X − Y)/Y

where X and Y are the GSVA scores for the treatment group and the control group, respectively.

#### 4.4.2. Hub Genes Screening of KEGG Pathways

The PPI network of DEGs in enriched KEGG pathways was predicted using the STRING tool version 11.5 [49] with the threshold of a combined score > 0.4. Cytoscape version 3.10.1 [50] plug-in CentiScaPe version 2.2 [51] was then used to assess the centrality of DEGs in the PPI network with three parameters: degree, betweenness and closeness. DEGs with 3 parameters larger than reference values were defined as hub genes in this study.

#### 4.4.3. Tissue-Specific Enrichment Analysis of Key Gene

To explore gene expression profiles in the specific-tissue type, the BayesPrism algorithm was used to deconvolve bulk RNA-Seq data using scRNA-Seq data from 17 tissues as references. scRNA-Seq data of 17 tissues of the fly were downloaded from FLY CELL ATLAS [52], then gene expression matrices were extracted from scRNA-Seq data using the *Connect* function in the SeuratDisk [53] R package. These 17 matrices were then integrated and metadata for all cells were generated. The *new.prism* function in the BayesPrism version 2.1.1 [54] R package was used to create a prism object using the integrated scRNA-Seq data, bulk RNA-Seq data and metadata as inputs. The parameter settings were as follows: key = null, outlier.cut = 0.01, outlier.fraction = 0.1. Finally, the *run.prism* function was used with the created prism object as an input to deconvolve the bulk RNA-Seq data and generate gene expression profiles for the 17 tissues.

### 4.5. Validation of the DEGs by Quantitative Real-Time PCR (qRT-PCR)

To validate the RNA-seq results, 10 DEGs involved in fly death or egg formation were selected for qPCR analysis. Sequence-specific primer sets were designed using Primer Premier 6 and are listed in Supplementary Material S1. Total RNA was extracted using AG RNAex Pro RNA Extraction Reagent (Accurate Biology, Changsha, China) according to the manufacturer’s instructions. cDNA was synthesized using the TransScript^®^ All-in-One First-Strand cDNA Synthesis SuperMix for qPCR (TransGen, Beijing, China) according to the manufacturer’s instructions. Each 50 μL qPCR reaction mixture contained 2.5 μg RNA, 2.5 μL gDNA Remover, 10 μL 5× SuperMix, 35 μL ddH_2_O. PCR reactions were performed using the BIO-RAD CFX96 system with the following parameters: 95 °C for 120 s, followed by 40 cycles of 95 °C 10 s, 60 °C 15 s, and 72 °C 15 s. The Forkhead box K (*FoxK*) was used as an internal reference gene [55]. The expression of each gene was conducted in three biological replicates and three technical replicates. Relative transcription levels of target genes were determined by employing the 2^−ΔΔCt^ method [56].

## 5. Conclusions

In this study, RNA-seq and bioinformatic analysis were performed to clarify that the cause of erythritol-induced death in the fly was energy depletion as opposed to a drastic change in hemolymph osmolality. Energy depletion severely affected energy allocation. Flies that ingested erythritol had to save energy for survival, but not for reproduction.

## Figures and Tables

**Figure 1:**
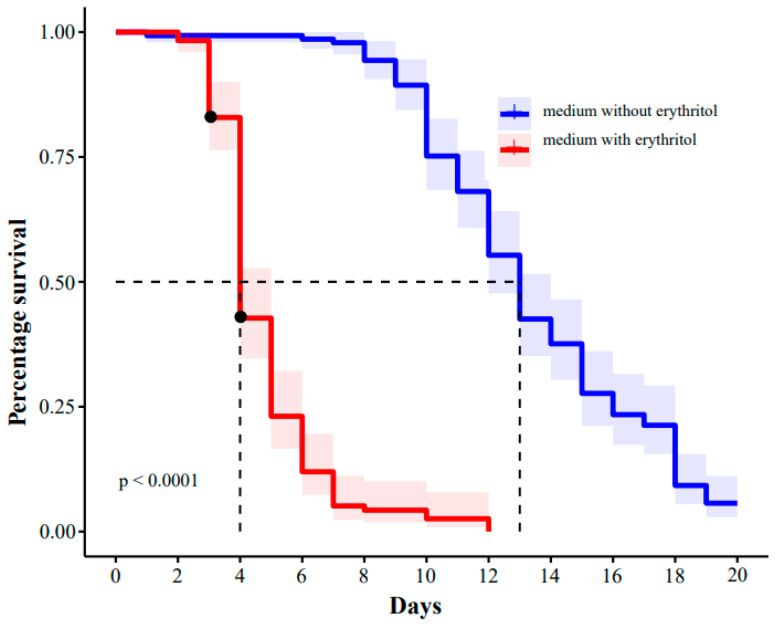
Survival curve of flies fed media with or without erythritol. Erythritol-fed fruit flies reached 20% mortality on day three and 60% mortality on day four. Control fruit flies reached 20% mortality on the tenth day and 60% mortality on the thirteenth day.

**Figure 2:**
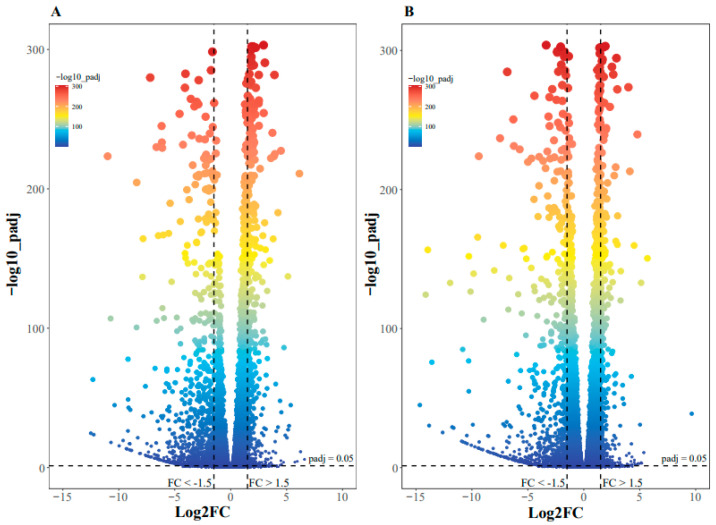
(**A**) Differentially expressed genes between erythritol-treated flies and control flies after 72 h based on a log2fold change >1.5 or <-1.5, and padj < 0.05. (**B**) Differentially expressed genes between erythritol-treated flies and control flies after 96 h based on a log2fold change >1.5 or <-1.5, and padj < 0.05.

**Figure 3:**
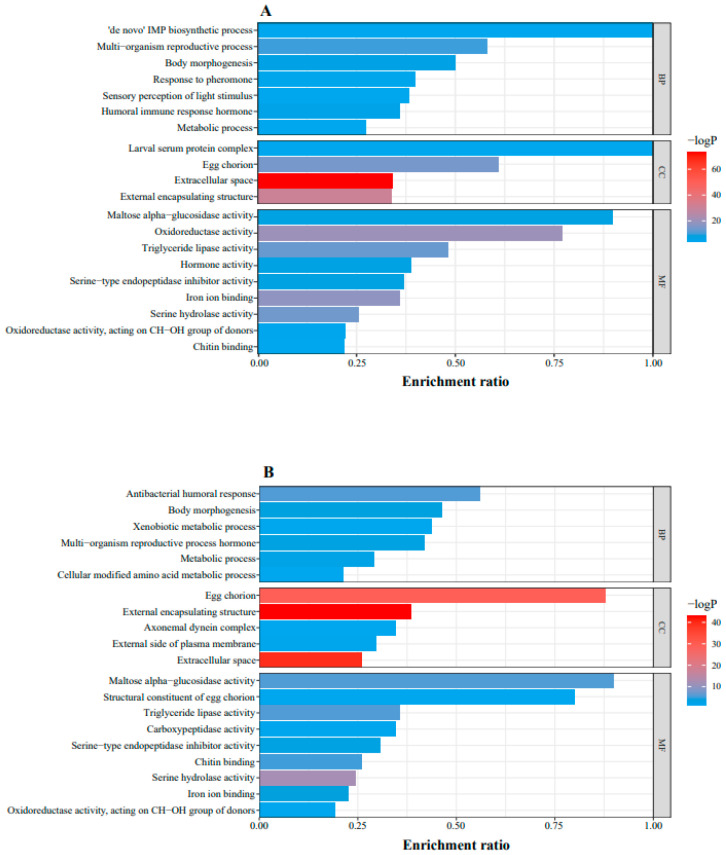
(**A**) GO enrichment results between erythritol-treated flies and control flies after 72 h. (**B**) GO enrichment results between erythritol-treated flies and control flies after 96 h. BP: biological process, DEGs: differentially expressed genes, CC: cellular component, MF: molecular function, enrichment ratio: the ratio of DEGs enriched into GO term to all genes in GO term.

**Figure 4:**
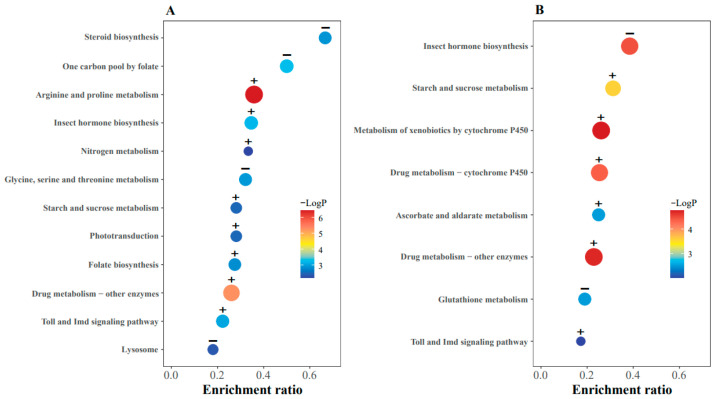
(**A**) KEGG pathway enrichment results between erythritol-treated flies and control flies after 72 h. (**B**) KEGG pathway enrichment results between erythritol-treated flies and control flies after 96 h, DEGs: differentially expressed genes, enrichment ratio: the ratio of DEGs enriched into KEGG pathways to all genes in KEGG pathways, +: up-regulated pathway, −: down-regulated pathway.

**Figure 5:**
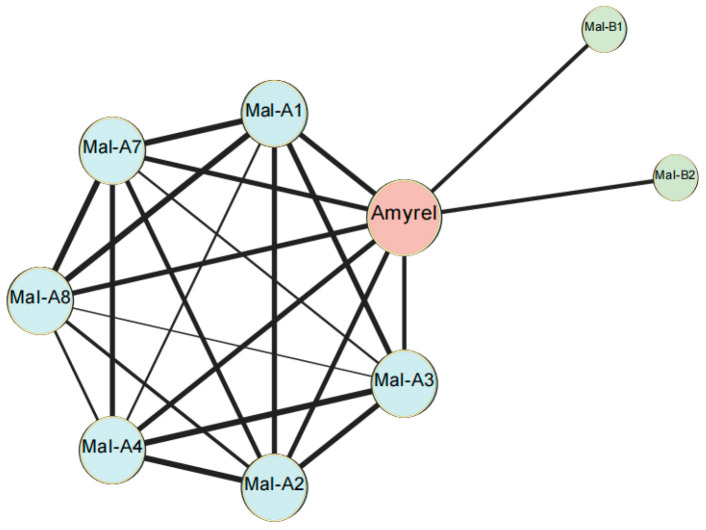
Interactions of key enzymes associated with starch and sucrose metabolism. The amylase gene Amyrel is linked to all other maltase genes in the pathway and is a hub gene of the pathway. *Mal-A1*, *Mal-A2*, *Mal-A3*, *Mal-A4*, *Mal-A7*, and *Mal-A8* are all linked to each other.

**Figure 6:**
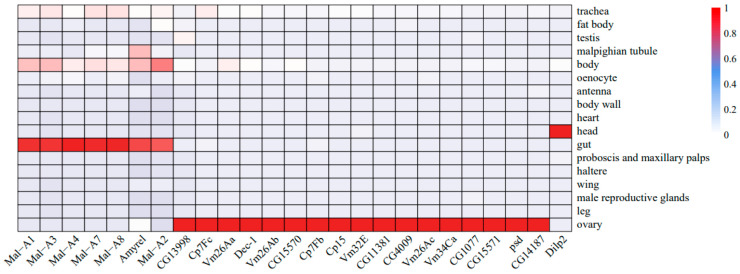
Heatmap of RNA-Seq data deconvolution results. The expression values of the genes in the 17 tissues were normalized to a range of 1 to 0, with 1 indicating the largest expression value. *Mal-A1*, *Mal-A2*, *Mal-A3*, *Mal-A4*, *Mal-A7*, *Mal-A8*, and *Amyrel* are highly expressed in the gut. *Dilp2* is highly expressed in the head. Other genes associated with egg laying are highly expressed in the ovary.

**Figure 7:**
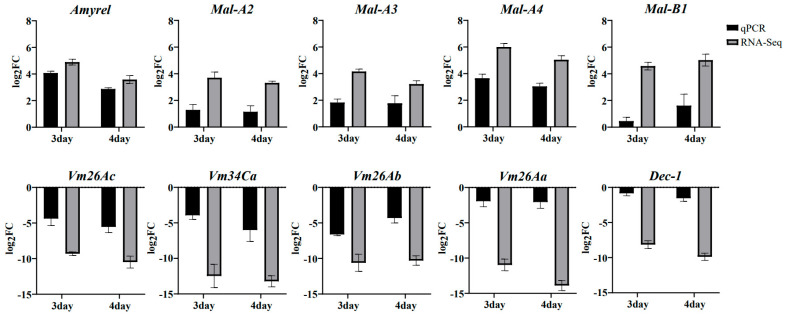
Comparison between qRT-PCR and transcriptome results of key genes. The expression profiles of all 10 selected genes showed the same trend as the transcriptomics sequencing results.

**Figure 8:**
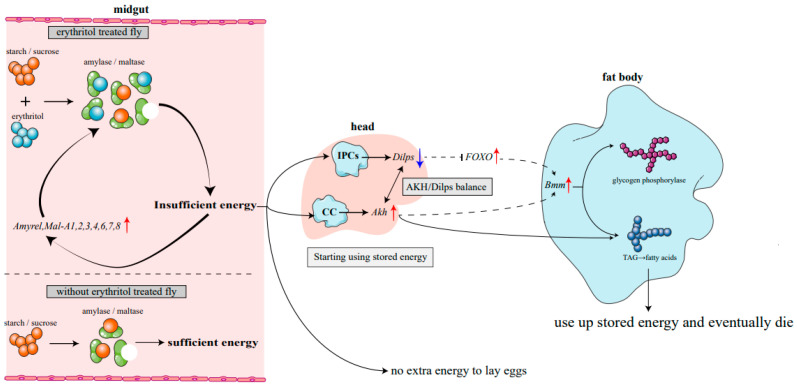
Molecular mechanism of effects of erythritol feeding on flies. IPCs: insulin-producing cells, CC: corpora cardiaca. Erythritol consumption induces energy deficiency in flies, prompting the utilization of stored energy. Flies consistently experience energy deficiency, with no surplus energy for reproduction, ultimately leading to mortality upon depletion of stored energy. 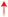: up-regulated genes. 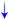: down-regulated genes.

**Table 1:** Detailed information of key differentially expressed genes.

Gene	Enriched Tissue	Category	Functions	Log2FC
*Dilp2*	head	insulin-like peptide	carbohydrates/lipids metabolism	−2.4↓
*Dilp3*				−1.8↓
*Dilp5*				−2.6↓
*Akh*	body	adipokinetic hormone	carbohydrates/lipids metabolism	1.6↑
*Mal-B1*	trachea	α-glucosidase	carbohydrate metabolism	4.6↑
*Mal-B2*	fat body	α-glucosidase	carbohydrate metabolism	2.1↑
*Bmm*		triglyceride lipase	lipid/triglyceride metabolism	2.8↑
*Amyrel*	gut	α-amylase	carbohydrate metabolism	4.9↑
*Mal-A1*		α-glucosidase		3.0↑
*Mal-A2*				3.7↑
*Mal-A3*				4.3↑
*Mal-A4*				6.0↑
*Mal-A6*				2.7↑
*Mal-A7*				2.9↑
*Mal-A8*				2.3↑
*Dec-1*	ovary	defective chorion	eggshell assembly	−8.21↓
*Vm26Ab*		vitelline membrane	major early eggshell protein	−10.7↓
*Vm26Ac*				−9.3↓
*Vm26Aa*				−11.0↓
*Vm34Ca*				−12.3↓
*Vm32E*				−12.2↓
*Psd*			act with the vitelline of eggshell	−9.0↓
*Cp7Fb*		chorion protein	egg protection	−6.5↓
*Cp7Fc*				−6.6↓
*Cp15*				−4.9↓
*Cp36*				−4.0↓
*fs(1)M3*				−2.3↓
*fs(1)N*				−2.2↓
*CG1077*			chorion containing eggshell formation	−5.0↓
*CG4009*				−5.5↓
*CG14187*				−6.4↓
*CG13998*				−5.5↓
*CG11381*			egg chorion	−6.1↓
*CG15571*				−2.5↓
*CG15570*				−5.4↓

## Data Availability

RNA sequencing count files were deposited in the NCBI Gene Expression Omnibus (GEO; Accession GSE221267).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25073738/s1.

# Supplementary material for: Comparative Transcriptomic Analysis Revealing the Potential Mechanisms of Erythritol-Caused Mortality and Oviposition Inhibition in Drosophila melanogaster
**Source:** Int J Mol Sci. 2024 Mar 27;25(7):3738. doi: 10.3390/ijms25073738
**Supplement:** Supplementary file 1

Gene name	Forward	Reverse
<i>FoxK</i>	GTTGGTGGTGGTGGTGGAGTA	GTGGTGTGGATGCTGCTGTTG
<i>Amyrel</i>	GCTGGTGGGACAATGGAGACA	CGGCAGGCAGACAGGTATTCA
<i>Dec</i>	TCGCAAGAGGCACAGATGAAGA	GGCATTTCGGAACCAGAGGAGA
<i>Mal-A2</i>	GGAGGCGATTACGGGTTCT	ACATCCTTGGCGGTGGAGTATC
<i>Mal-A3</i>	GGCAAGGTGGTCAACGGAATC	GGCGTGGAATTGGTGGAGGTA
<i>Mal-A4</i>	CGCAACGATTGGACCAACGAT	GCTCATCACCGCCATTGTCAG
<i>Mal-B1</i>	TCGCAGGGTCTTCGCTTTCA	CGCCACAAGGACACTCAATCG
<i>Psd</i>	CGGTGGATGTGGTCAGAACAAC	CTACATAGCCTGCATCGCCATC
<i>Vm26Aa</i>	CCTTCGTGTGCATCGCTCTG	AGGTCACCGAATCCCTGTCC
<i>Vm26Ab</i>	TGGCATTCAACTTTGGTCACCT	GCGACACACGGATGTTCTCG
<i>Vm26Ac</i>	CGCAGCTACGACCAGGATGA	CTTGATAACCGCTTCGCAGGAG
<i>Vm26Ca</i>	AGTGCATCGCCATCGTCTCC	TTGCCGTAGCCACCACCGTA

How the deposited data were processed for this re-analysis (not part of the article)

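RNA of whole Drosophila melanogaster flies was measured in 12 libraries, 3 from each of 4 groups: control flies at 72 h and 96 h and erythritol-fed flies at 72 h and 96 h. The paper describes 3 biological replicates of pooled flies per group. The authors removed adapters and low-quality reads, aligned the clean reads to a FlyBase release 6 genome with HISAT2. The deposit also names CASAVA 1.8 and gives counts per gene for each library. The tool that counted reads and its strand setting are not given in the sources used here, so counts of overlapping and antisense genes, and of near-identical copies such as Amy-p and Amy-d, are uncertain in what they assign to each gene. No further step had been applied to the counts. They are whole numbers with no scaling for depth or gene length. The table holds 17707 genes, of which 17558 carry FlyBase identifiers and 149 are gene models predicted by the authors, which took at most 0.0237% of a library's counts.

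Genes were named and placed by the Ensembl annotation of the dm6 assembly, the assembly the authors aligned to. Of the 17558 identifiers, 306 had no symbol there and took 4.04% to 4.55% of the counts of a library, and 614 identifiers of the annotation are numbered above the highest in the table (267795). These points leave some genes of the lists without a match by identifier, among them InR, S6k, vas, FASN1, FASN3, Drs, Vha26, Vha13, wupA, para and PPO1, and they were not used here. The table lists cup, Lk, Pepck1, Hsp22, Cyp9c1, ninaA, Npc2e, Acp95EF, ETH, Pburs, COX5BL, ND-MNLL and UQCR-14 at 0 in all 12 libraries, and 1537 genes in all had no count. Eglp3 (21 counts over all libraries) and Ilp1 (11 counts) had too few counts to be tested.

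Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by edgeR's filter on the groups, which left 13179 genes, libraries were scaled by TMM factors, and the 4 groups were fitted together in a quasi-likelihood model with 1 shared estimate of the spread. Contrasts compared erythritol-fed with control flies at 72 h and at 96 h, the difference between these effects, and 96 h with 72 h within control and within erythritol-fed flies. P-values were adjusted by Benjamini-Hochberg over the genes tested in each contrast, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5. The difference between the times was called on the adjusted p alone. Each of 47 gene lists was tested with camera at a preset correlation of 0.01 between genes, 2-sided, with adjustment over the lists, and again with a correlation estimated from the data. Lists needed at least 3 tested members, and counts of called members are given over all genes and adjusted over the list alone. CPM values use the TMM-scaled library sizes, with a median of 20785007. A prior count of 2 was added for the principal components, which used the 1000 most variable genes.

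The genes named in the text follow a rule: every gene the paper names, the 12 largest rises and 12 largest falls at each time among called genes with a mean log2 CPM of at least 2 and no overlap between the libraries of the 2 groups, and for each list the members with the smallest adjusted p or the highest mean CPM. This rule, the gene lists, the comparisons and the alternatives were fixed before the data were examined, apart from 2 alternatives noted as added. The values of the genes in the paper's Table 1 had been seen in the paper. A few genes outside the rule are marked in the text as chosen after their values were seen.

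Where a group had no count of a gene, 3 counts over the group were taken as the floor and the fold is given as a bound. Where it had 1 to 3 counts, the ratio is given with an exact interval at the 95% level. Intervals and bounds cover counting error only. The 12 libraries held 19855575 to 23327826 counts. The spread between replicates was small, with a common dispersion of 0.00165, a coefficient of variation of 4.06% and median prior degrees of freedom of 15.9. Paired comparisons of libraries in a group gave a chi-square per degree of freedom from 1.77 to 63.6, so no library is a copy of another. Replicates this close are unusual for pools of flies. All p-values, SEs and calls rest on this spread, above all the smallest p-values and the counts with no fold threshold. Summed testis transcripts were at 6359 ± 29.9 CPM in CK72h, 2605 ± 14.1 in CK96h, 3218 ± 84.7 in T72h and 6598 ± 23.1 in T96h. The paper calls the replicates biological, and the counts cannot tell whether each came from a separate pool. If they did not, the p-values would not cover the spread between pools. Tested on simulated data of this size, 100% of 67 genes shifted by 2 on the log2 scale and of 66 shifted by 3 were called at each time. Of 67 genes shifted by 1, 100% passed the adjusted p and 0% were called. Among 12837 unshifted genes, 21 passed the adjusted p at 72 h and 8 at 96 h. A shifted list was detected and 0 of 20 unshifted lists were. The simulated genes varied independently of each other, and only genes with ample counts were shifted. The simulation therefore gives no rate of false lists for correlated genes, and no recovery for genes with few counts.

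The alternatives tried were RLE, upper-quartile and no scaling factors, TMM without the reproductive lists, no filter on low counts and a stricter one, other thresholds, glmTreat, DESeq2 1.42.0 in place of edgeR, each comparison fitted on its 6 libraries alone, the replicate number as a block, leaving out each library in turn, an estimated correlation and fry for the lists, and, added after seeing the data, a count without mitochondrial genes and one without male-limited lists and Y chromosome genes. Figures and exact tests were made in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The survival assay, qRT-PCR, GO and KEGG enrichment, the protein network and the tissue deconvolution of the paper were not analysed here.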

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

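The tests of explanations in this part, including the counts over other splits of the libraries, were chosen after the results were seen.

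Testis transcripts were lower in erythritol-fed flies at 72 h (median log2 fold change -1.03 over 30 genes) and higher at 96 h (1.14), with a median difference between the times of 2.15 that passed the test, genes the paper does not discuss. A larger share of ovary in the control flies at 96 h would by itself lower all other transcripts alike, and tissue markers did not move alike. Each of 9 hemocyte markers was higher in control flies at 96 h than at 72 h, the lowest by 0.43. Medians of fat body (0.52), midgut (0.66) and oenocyte (0.48) markers also rose there. Those of neuron (-0.76), muscle (-0.56), Malpighian tubule (-0.29) and phototransduction (-0.28) genes fell. The share of hemocytes may itself have changed, so a larger share of ovary was not excluded. A smaller share of males among the control flies pooled at 96 h may explain part of the rise at 96 h. The median of 19 Y chromosome genes was -1.32 for control flies at 96 h against 72 h. It cannot explain the fall at 72 h, a comparison without those flies. The same Y genes had medians of -1.03 at 72 h and 1.16 at 96 h between erythritol-fed and control flies. For erythritol-fed flies at 96 h against 72 h it was 0.77. Whether the share of males also differed between the other pools stays open. An effect of erythritol on the testis itself stays open and was not tested, and the paper's text does not state the sex of the pooled flies.

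Antimicrobial peptide transcripts differed between the times by a median of -2.55 over 30 genes, higher in erythritol-fed flies at 72 h (median 1.05, camera adjusted p = 0.0121, and 0.330 with an estimated correlation) and lower at 96 h (median -2.13). A larger share of fat body in the control flies at 96 h would raise these genes no more than its markers, but their median rise of 1.95 from CK72h to CK96h was above the largest of 8 fat body markers (1.50). Immune activation of the control flies at 96 h is a candidate explanation: 7 of 7 other immune-induced genes were higher in CK96h than in CK72h with an adjusted p under 0.05, by a median of 1.01. A larger share of hemocytes in these flies also stays open, since the largest rise of a hemocyte marker (2.27) was above that of the peptide genes. For the rise at 72 h, an effect of erythritol and a larger share of hemocytes or fat body both stay open, since the medians of their markers rose as much or more (1.47 and 1.15), and age and culture flask were not separated by the design. The fat body markers did not move alike at 72 h, so their median is a weak measure of that share. Over the scalings tried, apolpp had log2 fold changes of -2.04 to -1.74 and tobi of 2.01 to 2.31.

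Chorion transcripts were partly kept in erythritol-fed flies at 72 h and fell further at 96 h, with a median difference of -3.57 between the times. Control RNA carried over into the erythritol libraries at 72 h would leave the same share of each gene, but among 11 chorion genes of at least 50 CPM the share of the control level ran from 0.411% to 185.7%, a ratio of 451.9. Reads of other transcripts counted at the late chorion genes would stay at 96 h, but their summed CPM in erythritol-fed flies went from 514.3 to 3.853, which is 0.7492% (control flies had 1238 and 1974). Whether follicles of the last stages were still present at 72 h, with none formed after, stays open. The median of 4 late chorion genes (-0.87) was above that of 7 early ones (-6.19), but late Cp15 (-4.90) lay below early Cp7Fa (-3.15), and the stages were assigned after the values were seen.

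The erythritol effect differed between 72 h and 96 h for 10404 genes at an adjusted p under 0.05 (4101 higher, 6303 lower). The balance depended on the scaling: 60.6% of them were lower with TMM, 50.5% with upper-quartile factors and 41.1% with library totals. With the fold threshold added and TMM, 2498 were higher and 306 lower. These counts were not separated from a difference in the share of males between the pools. Y chromosome genes had medians of -1.03 at 72 h and 1.16 at 96 h, and testis genes a median difference between the times of 2.15. Among 100 of the 200 possible splits that move the time labels within each diet, 1 (the real one) gave a count as large, and the highest other gave 7973. Each of the others drawn mixed the 2 times in at least 1 diet, which widens the spread: 81 mixed both diets and gave 0 genes, 8 mixed only the control flies and gave 238 to 290, and 10 mixed only the erythritol-fed flies and gave 5769 to 7973. The splits therefore show that the libraries group by time, above all in control flies, and do not show by themselves that the erythritol effect differs. At 72 h 1700 genes were called, at 96 h 1465, and from 72 h to 96 h 741 in control and 184 in erythritol-fed flies, while the highest of the other splits gave 0 in each case. With 10 splits per comparison, a share under 0.05 cannot be reached. The same limit holds for the lists past the threshold: 30 at 72 h, where the highest other split also gave 30 and 3 of 10 splits gave as many, and 23 at 96 h, where the highest other gave 18. From 72 h to 96 h, 23 lists passed in control flies and 22 in erythritol-fed flies, and the highest other split gave 23 in each case. Of the called genes, 26 were called in opposite directions at the 2 times. Each passed the test of the difference, which their opposite calls made near certain.

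Phototransduction genes differed between the times by a median of 1.56 and were lower at 72 h, with a median of -1.69 over 16 genes. Hemocyte markers differed between the times by a median of -1.47 and were higher at 72 h, with a median of 1.47 over 9 genes. The paper does not discuss the following lists, which passed camera with both the preset and the estimated correlation. Accessory gland genes were lower at both times, with medians of -3.66 at 72 h and -2.65 at 96 h. Digestive protease genes were lower at 96 h, with a median of -2.32. Genes of polyol and aldose reduction were higher at both times, with medians of 1.40 and 0.63. Fatty acid synthesis genes (1.32), purine synthesis genes (1.76), muscle genes (0.55), fat body markers (1.15) and midgut markers (0.71) were higher at 72 h, given as medians.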

How the results depend on the processing

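Under other scalings, filters, DESeq2, the replicate block and fits of 6 libraries, the counts of called genes stayed within 1.5 times those reported, apart from the values here. With no fold threshold, 10453 genes passed at 72 h and 10477 at 96 h. At a log2 fold change of at least 1 they were 3702 and 3806, and with glmTreat, which tests against the threshold, 1092 and 887. The 741 genes that changed with time in control flies became 1419 with upper-quartile factors and 1545 with library totals. Without a library in turn, they were 775 to 1161, the highest without erythritol 72 h replicate 3. The other leave-one-out ranges were 1733 to 1824 at 72 h, 1505 to 1746 at 96 h, 196 to 224 in erythritol-fed flies over time, 10215 to 10301 for the difference between the times, and 30 to 32 and 22 to 24 lists. Relative to TMM, library totals moved the median log2 fold change of all genes by -0.26 at 72 h, 0.06 at 96 h and 0.31 for the difference, and upper-quartile factors by -0.13, 0.07 and 0.20. The share of called genes that were lower at 72 h rose from 69.2% to 82.3% and 76.6%. For control flies over time it rose from 72.3% to 90.2% and 88.9%. At 96 h it fell from 64.3% to 58.0% and 56.1%. For the difference between the times at an adjusted p alone it fell from 60.6% to 41.1% and 50.5% (10.9% with the fold threshold and TMM), and for erythritol-fed flies over time from 53.3% to 43.6% and 50.8% (63.9% with RLE factors). Under some scaling the sign turned for 19 named genes at 72 h, among them Drip and Ilp6, and for 6 at 96 h, among them Arr2. None of these was called. With an estimated correlation, 22 of the 30 lists past camera at 72 h and 13 of the 23 at 96 h still passed. fry, a test of the list's own genes, passed 46 lists at 72 h and 44 at 96 h, and its mixed form 47 and 47. The Pearson r of 0.562 between the times was 0.520 over genes with a mean log2 CPM of at least 2 and 0.541 without the reproductive lists. The cause of these changes was not tested. Of 13898 values of named genes under the alternatives, 13767 kept the same call, 79 lost it and 52 gained one. The sign of a called gene turned in 0. Replicate numbers did not pair libraries across groups (18 pairs with the same number, correlations from -0.043 to 0.076). With the number as a block no named gene changed its call, amylases (0.0387) and male dosage genes (0.049) passed at 72 h and Turandot genes (0.0604) no longer passed at 96 h. Leaving out mitochondrial genes, or male-limited lists and Y genes, chosen after seeing the data, changed no count by more than 1.5 times. Depth limits the eggshell genes in erythritol-fed flies, where 0 to 3 counts over a group leave only bounds or wide intervals.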

Differences from the paper's values

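Of 35 genes of the paper's Table 1, 35 had the same sign here as at 72 h and 6 differed by more than the spread between replicates. The table's text does not state its time point. For Mal-B2 the paper's log2 fold change is 2.1 and the value here 2.72, and for bmm the paper's is 2.8 and the value here 2.09. None of the 21 alternatives set before the data were examined came within the spread of the paper's value for either (2.47 to 2.81 and 1.84 to 2.14). Each of these paper values is close to the value here of the other gene. For Mal-A6 the paper's value is 2.7 and the value here 2.61, for Mal-A8 the paper's is 2.3 and the value here 2.24, and for fs(1)M3 the paper's is -2.3 and the value here -2.37. These 3 came within the spread with RLE factors, with DESeq2, in fits of only the 6 libraries and without erythritol 72 h replicate 3 (4 of the 21 alternatives). The paper prints these values to 1 decimal, and no allowance was made for its rounding. The small gaps of these 3 genes may rest on it. For Cp36 the paper's value is -4.0 and the value here -4.35 (-4.61 to -4.23 under the 21 alternatives, none within the spread). The paper's share of changed chorion genes is 60%, against 64.3% of 14 genes at 72 h and 100% at 96 h here. The paper's sentence names no time point, and only the value at 96 h is far from it. The list used here is not the GO term of the paper, and no alternative was run for this share.

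The paper states that 11 genes of hemolymph osmolality did not differ significantly between the groups. Here 10453 of all 13179 genes tested passed the adjusted p at 72 h and 10477 at 96 h, so a pass does not set a gene apart. Of the 10 osmolality genes tested, 9 passed it at each time, unlike the p-values the paper gives. At 72 h they were 10 with upper-quartile factors. At 96 h they were 8 with DESeq2 and without control 96 h replicate 3, erythritol 96 h replicate 2 or erythritol 96 h replicate 3. At the paper's fold threshold none was called at 72 h, and bib alone was at 96 h. Dh44 at 72 h is called with upper-quartile factors, with library totals, without control 72 h replicate 1 and without erythritol 72 h replicate 2, and Eglp1 at 96 h without erythritol 72 h replicate 3. The paper states that FOXO was more highly expressed in erythritol-fed flies. Here foxo was higher at 72 h (log2 fold change 0.89, under the paper's fold threshold) and not at 96 h (0.02, adjusted p = 0.701).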

Other observations

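Genes of the male accessory gland, which makes seminal fluid proteins, fell together in erythritol-fed flies. Of 22 genes, 21 fell at 72 h and 18 at 96 h and none rose past both thresholds (21 and 18 when adjusted over the list alone, camera adjusted p = 1.03e-52 and 1.01e-20). Ebp, a protein of the ejaculatory bulb, went from 1623 ± 42.6 to 73.9 ± 4.74 CPM at 72 h, and Acp36DE, which acts in sperm storage, from 1018 ± 10.4 to 53.6 ± 1.08 CPM (log2 fold changes -4.46 (SE 0.0566, adjusted p = 8.91e-28) and -4.25 (SE 0.0430, adjusted p = 1.51e-29)). Their fall was larger than that of the testis list at 72 h and stood at 96 h, when the testis list was higher (2 of 30 testis genes called lower at 72 h and 1 called higher at 96 h, 2 and 1 when adjusted over the list alone, camera adjusted p = 3.35e-09 and 3.76e-12). In control flies accessory gland genes were lower at 96 h than at 72 h (median log2 fold change -1.27). Of the X chromosome dosage genes of males, lncRNA:roX1 had log2 fold changes of -2.28 (SE 0.0568, adjusted p = 8.19e-22) at 72 h and 0.09 (SE 0.0546, adjusted p = 0.115) at 96 h. Of 3 such genes, 1 fell at 72 h and none was called at 96 h (1 and 0 when adjusted over the list alone, camera adjusted p = 0.0564 and 0.733). They passed at 72 h without control 72 h replicates 1 or 2 (0.0447 and 0.0498) or erythritol 72 h replicate 3 (0.0324). Of 4 spermatheca genes of females, 1 fell at 72 h and 2 at 96 h (1 and 2 when adjusted over the list alone, camera adjusted p = 0.716 and 0.181). Osi6, an Osiris gene of the cuticle chosen after its values were seen, fell from 139.5 ± 0.874 to 0.925 ± 0.0316 CPM at 72 h (log2 fold change -7.23 (adjusted p = 1.23e-27)).

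Lists of eye, gut and muscle genes also held called genes. Of 16 phototransduction genes, 11 were called lower at 72 h and none at 96 h (11 and 0 when adjusted over the list alone, camera adjusted p = 3.69e-15 and 0.571). ninaE, the main rhodopsin, went from 2488 ± 43.4 to 678 ± 30.2 CPM at 72 h, and trp, its channel, had log2 fold changes of -1.80 (adjusted p = 1.78e-23) and 0.10 (adjusted p = 0.0155). Of 25 digestive protease genes, 2 were higher and 13 lower at 72 h, and none higher and 17 lower at 96 h. Adjusted over the list alone the counts were the same (camera adjusted p = 1.78e-08 and 5.21e-23, or adjusted p = 0.142 and 0.0366 with an estimated correlation). Jon65Aiv, a serine protease of the gut, fell from 1864 ± 31.5 to 234 ± 9.20 CPM at 72 h. Of 15 midgut markers, 4 were higher and 1 lower at 72 h and 4 higher and 3 lower at 96 h. Adjusted over the list alone the counts were the same (camera adjusted p = 1.81e-07 and 0.351). The largest rises at 72 h were the alpha-mannosidases LManIII, LManV and LManVI. Of 12 fatty acid synthesis genes, 5 rose at 72 h and 2 at 96 h and none fell past both thresholds (5 and 2 when adjusted over the list alone, camera adjusted p = 6.66e-10 and 4.04e-05, the second with an adjusted p = 0.076 with an estimated correlation). SREBP, the regulator of lipid synthesis, had 1.89 (SE 0.0400, adjusted p = 2.89e-23) and 1.55 (SE 0.0398, adjusted p = 1.74e-21). Of 9 genes of polyol and aldose reduction, 4 rose at 72 h and 2 at 96 h (4 and 2 when adjusted over the list alone, camera adjusted p = 8.14e-07 and 2.27e-04). Akr1B, an aldose reductase, rose from 196 ± 2.96 to 675 ± 17.1 CPM at 72 h. Of 22 muscle genes, 2 rose at 72 h, and 1 rose and 1 fell at 96 h. Adjusted over the list alone the counts were the same (camera adjusted p = 3.55e-06 and 0.0207, the second with an adjusted p = 0.0678 with an estimated correlation). Act88F, the flight muscle actin, rose by 2.29 (SE 0.0429, adjusted p = 2.27e-24) and 2.65 (SE 0.0443, adjusted p = 2.26e-25). Of 15 heat shock genes, none was called at 72 h and 5 were called higher and none lower at 96 h (0 and 5 when adjusted over the list alone, camera adjusted p = 0.993 and 0.819). Hsp70Bb and Hsp70Bbb, near-identical copies of a heat-induced chaperone gene, had 2.20 (adjusted p = 1.71e-10) and 2.20 (adjusted p = 5.08e-09) at 96 h. The abundant chaperone genes Hsp83, Hsp26 and Hsp27 were lower at 96 h by less than the fold threshold, with -1.05 (adjusted p = 7e-18), -1.40 (adjusted p = 2.38e-20) and -1.25 (adjusted p = 2.04e-19), and the summed level of the list was 4640 CPM in CK96h and 2840 CPM in T96h.

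Of 9 hemocyte markers, 4 rose at 72 h and none was called at 96 h (4 and 0 when adjusted over the list alone, camera adjusted p = 3.52e-05 and 0.991), with Hml, a clotting protein gene, at 2.25 (SE 0.0390, adjusted p = 4.09e-25) at 72 h. Of 8 fat body markers, 2 were higher and 2 lower at 72 h and 2 higher and 1 lower at 96 h. Adjusted over the list alone the counts were the same (camera adjusted p = 1.54e-04 and 0.0831). Of 9 neuron markers, none was called, and all 9 were lower at 72 h at an adjusted p under 0.05 (0 and 9 when adjusted over the list alone, camera adjusted p = 0.00373, or adjusted p = 0.164 with an estimated correlation, and 0.485 at 96 h). Of 12 Malpighian tubule markers, 1 was higher at 72 h, and 1 higher and 2 lower at 96 h. Adjusted over the list alone the counts were the same (camera adjusted p = 0.141 and 0.386), and at 72 h the median was -0.05 while the mean was 0.10 and the direction of the test up. Of 5 oenocyte markers, 1 was lower at each time (1 when adjusted over the list alone, camera adjusted p = 0.334 and 0.16), and at 72 h the median was 0.59 while the mean was -0.29 and the direction of the test down. Of 10 beta-oxidation genes, none was called at either time (0 when adjusted over the list alone, camera adjusted p = 0.11 and 0.405). Of 86 ribosomal protein genes, 1 was lower at each time (1 when adjusted over the list alone). Their median at 72 h was 0.20 (camera adjusted p = 0.14), which turned to the other sign with library totals, and -0.37 at 96 h (camera adjusted p = 0.00238, or adjusted p = 0.643 with an estimated correlation). Of 81 genes of oxidative phosphorylation, 1 was higher at each time (1 when adjusted over the list alone, camera adjusted p = 0.2 and 0.13), and at 72 h the median was 0.21, which turned to the other sign with library totals, while the mean was -0.02.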
